# Cannabinoid signaling modulation through JZL184 restores key phenotypes of a mouse model for Williams–Beuren syndrome

**DOI:** 10.7554/eLife.72560

**Published:** 2022-10-11

**Authors:** Alba Navarro-Romero, Lorena Galera-López, Paula Ortiz-Romero, Alberto Llorente-Ovejero, Lucía de los Reyes-Ramírez, Iker Bengoetxea de Tena, Anna Garcia-Elias, Aleksandra Mas-Stachurska, Marina Reixachs-Solé, Antoni Pastor, Rafael de la Torre, Rafael Maldonado, Begoña Benito, Eduardo Eyras, Rafael Rodríguez-Puertas, Victoria Campuzano, Andres Ozaita

**Keywords:** Williams–Beuren syndrome, intellectual disability, endocannabinoid system, cannabinoid type-1 receptor, Mouse

## Abstract

Williams–Beuren syndrome (WBS) is a rare genetic multisystemic disorder characterized by mild-to-moderate intellectual disability and hypersocial phenotype, while the most life-threatening features are cardiovascular abnormalities. Nowadays, there are no pharmacological treatments to directly ameliorate the main traits of WBS. The endocannabinoid system (ECS), given its relevance for both cognitive and cardiovascular function, could be a potential druggable target in this syndrome. We analyzed the components of the ECS in the complete deletion (CD) mouse model of WBS and assessed the impact of its pharmacological modulation in key phenotypes relevant for WBS. CD mice showed the characteristic hypersociable phenotype with no preference for social novelty and poor short-term object-recognition performance. Brain cannabinoid type-1 receptor (CB1R) in CD male mice showed alterations in density and coupling with no detectable change in main endocannabinoids. Endocannabinoid signaling modulation with subchronic (10 days) JZL184, a selective inhibitor of monoacylglycerol lipase, specifically normalized the social and cognitive phenotype of CD mice. Notably, JZL184 treatment improved cardiovascular function and restored gene expression patterns in cardiac tissue. These results reveal the modulation of the ECS as a promising novel therapeutic approach to improve key phenotypic alterations in WBS.

## eLife digest

Williams-Beuren syndrome (WBS) is a rare disorder that causes hyper-social behavior, intellectual disability, memory problems, and life-threatening overgrowth of the heart. Behavioral therapies can help improve the cognitive and social aspects of the syndrome and surgery is sometimes used to treat the effects on the heart, although often with limited success. However, there are currently no medications available to treat WBS.

The endocannabinoid system – which consists of cannabis-like chemical messengers that bind to specific cannabinoid receptor proteins – has been shown to influence cognitive and social behaviors, as well as certain functions of the heart. This has led scientists to suspect that the endocannabinoid system may play a role in WBS, and drugs modifying this network of chemical messengers could help treat the rare condition.

To investigate, Navarro-Romero, Galera-López et al. studied mice which had the same genetic deletion found in patients with WBS. Similar to humans, the male mice displayed hyper-social behaviors, had memory deficits and enlarged hearts. Navarro-Romero, Galera-López et al. found that these mutant mice also had differences in the function of the receptor protein cannabinoid type-1 (CB1).

The genetically modified mice were then treated with an experimental drug called JZL184 that blocks the breakdown of endocannabinoids which bind to the CB1 receptor**.** This normalized the number and function of receptors in the brains of the WBS mice, and reduced their social and memory symptoms. The treatment also restored the animals’ heart cells to a more normal size, improved the function of their heart tissue, and led to lower blood pressure. Further experiments revealed that the drug caused the mutant mice to activate many genes in their heart muscle cells to the same level as normal, healthy mice**.**

These findings suggest that JZL184 or other drugs targeting the endocannabinoid system may help ease the symptoms associated with WBS. More studies are needed to test the drug’s effectiveness in humans with this syndrome. Furthermore, the dramatic effect JZL184 has on the heart suggests that it might also help treat high blood pressure or conditions that cause the overgrowth of heart cells.

## Introduction

Williams–Beuren syndrome (WBS) is a genetic neurodevelopmental disorder caused by a hemizygous deletion of a region containing 26–28 genes at chromosomal band 7q11.23. The estimated prevalence of this disorder is 1 in 7500 individuals (Strømme et al., 2002). Subjects present manifestations affecting mainly the central nervous system and the cardiovascular system (Pérez Jurado, 2003; Kozel et al., 2021; Royston et al., 2019). WBS subjects show mild-to-moderate intellectual disability with an intelligence quotient (IQ) score from 40 to 90 (Bellugi et al., 2000; Mervis and Klein-Tasman, 2000) affecting their quality of life, where independent living is infrequent (Howlin and Udwin, 2006). One of the most prominent features of the cognitive profile of WBS is a hypersociable phenotype characterized by uninhibited social interactions and a reduced response to social threat (Gosch and Pankau, 1994; Plesa-Skwerer et al., 2006). This phenotype is opposite to the archetypic social phenotype of autism spectrum disorders (ASDs) characterized by lack of social interest and deficits in social communication (Barak and Feng, 2016). Notably, the congenital cardiovascular phenotype in WBS is the major source of morbidity and mortality (Collins, 2018), characterized by elastin arteriopathy, supravalvular aortic stenosis, peripheral pulmonary stenosis, and hypertension, which require in many cases surgical correction (Pober et al., 2008). While strategies such as behavioral intervention can improve WBS cognitive skills to some extent, or certainly invasive surgical procedures are available, their success is limited and WBS is largely without treatment (Morris et al., 2020).

Several mouse models have been developed mimicking the genetic alterations observed in WBS subjects (Osborne, 2010). Among them, the complete deletion (CD) mouse model resembles the most common hemizygous deletion found in WBS patients and displays several WBS phenotypic traits (Segura-Puimedon et al., 2014). Indeed, this model shows significant alterations in social behavior with enhanced sociability (Segura-Puimedon et al., 2014), cognitive deficits (Ortiz-Romero et al., 2018), and a mild cardiovascular phenotype with cardiac hypertrophy, borderline hypertension, and mildly increased arterial wall thickness (Segura-Puimedon et al., 2014) among others.

The endocannabinoid system (ECS) is a homeostatic modulatory system involved in a plethora of physiological functions at both central and peripheral levels. It is composed by cannabinoid receptors, including cannabinoid type-1 and cannabinoid type-2 receptors (CB1R and CB2R, respectively), their endogenous ligands or endocannabinoids (mainly, 2-arachidonoylglycerol, 2-AG, and *N*-arachidonoylethanolamine, AEA), and the enzymes involved in the synthesis and inactivation of these ligands. The main enzymes involved in the biosynthesis of 2-AG and AEA are 1,2-diacylglycerol (DAG) and *N*-acyl-phosphatidylethanolamine-specific phospholipase D (NAPE-PLD), respectively, while their degradation is controlled mainly by monoacylglycerol lipase (MAGL), in the case of 2-AG, and fatty acid amide hydrolase (FAAH) in the case of AEA. CB1R and CB2R are both G-protein-coupled receptors (GPCRs) mainly signaling through inhibitory G_i/o_ proteins (Lutz, 2020). CB1R is highly expressed in different brain regions, including the hippocampus, the basolateral amygdala, and the prefrontal cortex, where it is mainly located at presynaptic terminals. Endocannabinoids act as retrograde messengers binding to presynaptic CB1R and controlling neurotransmitter release at both excitatory and inhibitory synapses (Katona and Freund, 2012). The ECS regulates different behavioral responses including sociability (Wei et al., 2017), cognition (Katona and Freund, 2012), or emotional responses (Lutz et al., 2015), which are usually impaired in neurodevelopmental disorders. In fact, multiple lines of evidence point to the dysregulation of the ECS in the pathophysiology of neurodevelopmental conditions (Navarro-Romero et al., 2019; Busquets-Garcia et al., 2013; Carreira et al., 2022). Interestingly, alterations of the ECS have been described in several mouse models for ASD with altered sociability (Zamberletti et al., 2017). In addition, the pharmacological modulation of the ECS, whether targeting the cannabinoid receptors, or the enzymes involved in the degradation of the endocannabinoids, restores social abnormalities in some of these models (Wei et al., 2017; Zamberletti et al., 2017). In addition, approaches targeting the ECS have been demonstrated to improve cognitive impairment and plasticity in mouse models of Down syndrome and fragile X syndrome (Navarro-Romero et al., 2019; Busquets-Garcia et al., 2013). Therefore, nowadays, there is an interest in developing clinical trials to assess the real therapeutic potential of the ECS in neurodevelopmental disorders (Müller-Vahl et al., 2021; Müller-Vahl et al., 2022).

So far, the role and therapeutic potential of the ECS in social behavior, cognition, and other key phenotypes of WBS had not been addressed before. In this study, we investigated the brain components of the ECS in the WBS CD model to find significant alterations in CB1R expression and G-protein coupling in specific brain regions. Additionally, we reveal that subchronic administration of the MAGL inhibitor JZL184 normalized relevant behavioral phenotypes in CD mice including social behavior and memory alterations. Interestingly, this treatment also partially restored cardiovascular deficits and cardiac transcriptional alterations found in the model. Altogether, our results indicate that the modification of the endocannabinoid signaling could be a novel therapeutic strategy worth evaluating in the context of WBS.

## Results

### CD mice exhibit social and cognitive alterations

We first analyzed social behavior in CD mice and their WT littermates using the Vsocial-maze (Martínez-Torres et al., 2019; Figure 1a). This test allows to assess exploration, sociability, and preference for social novelty in the same mouse. Exploratory behavior was analyzed in the empty Vsocial-maze during the habituation phase by accounting the time mice explored both empty compartments (E1 and E2) at the end of the corridors. No changes were observed between genotypes (Figure 1b, left). Then, during the sociability phase, both WT and CD mice displayed a significant preference for exploring a compartment with an unfamiliar juvenile mouse (stranger 1, S1) rather than an empty compartment. Notably, CD mice spent significantly more time than WT mice exploring S1 (Figure 1b, middle). Finally, during the preference for social novelty phase, CD mice explored similarly S1 and a novel unfamiliar juvenile mouse (stranger 2, S2) in contrast to WT animals that showed a significant preference for the novel stranger (Figure 1b, right). These data indicated that CD mice presented a hypersociable phenotype and a lack of preference for social novelty.

**Figure 1.**
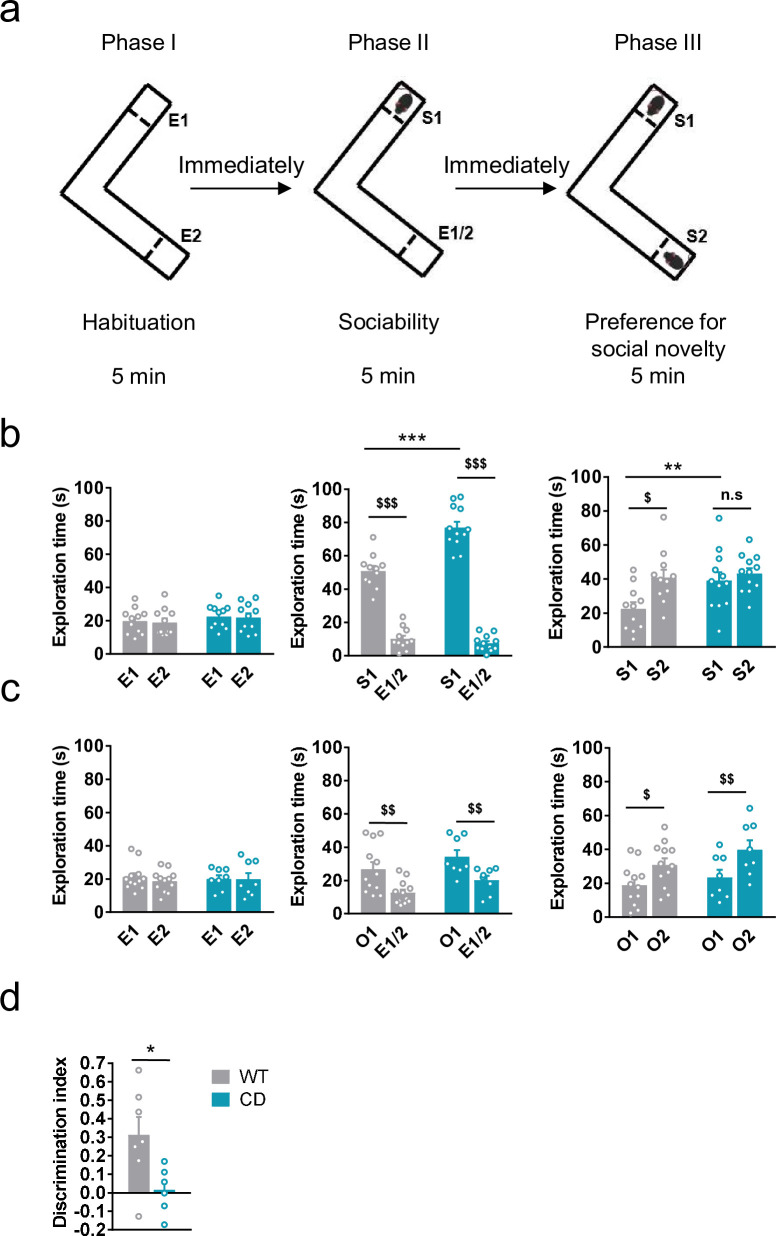
Complete deletion (CD) mice show an hypersociable phenotype, no preference for social novelty and cognitive alterations. (**a**) Schematic cartoon of the sociability and preference for social novelty procedure. (**b**) Time spent exploring either empty compartments (E) or stranger mice (S) during the three phases of the Vsocial-maze (WT, *n* = 11; CD, *n* = 11–12). (**c**) Time spent exploring either empty compartments (E) or objects (O) (WT, *n* = 12; CD, *n* = 8). Statistical significance was calculated by repeated measures analysis of variance (ANOVA) comparison. ^$^p < 0.05; ^$$^p < 0.01; ^$$$^p < 0.001 (compartment effect); **p < 0.01; ***p < 0.001 (genotype effect). (**d**) Discrimination index of WT and CD mice (WT, *n* = 7; CD, *n* = 6). Statistical significance was calculated by Student’s *t*-test. *p < 0.05 (genotype effect). Data are expressed as mean ± standard error of the mean (SEM). Figure 1—source data 1.Complete deletion (CD) mice social and cognitive alterations.

**Figure 1—figure supplement 1.**
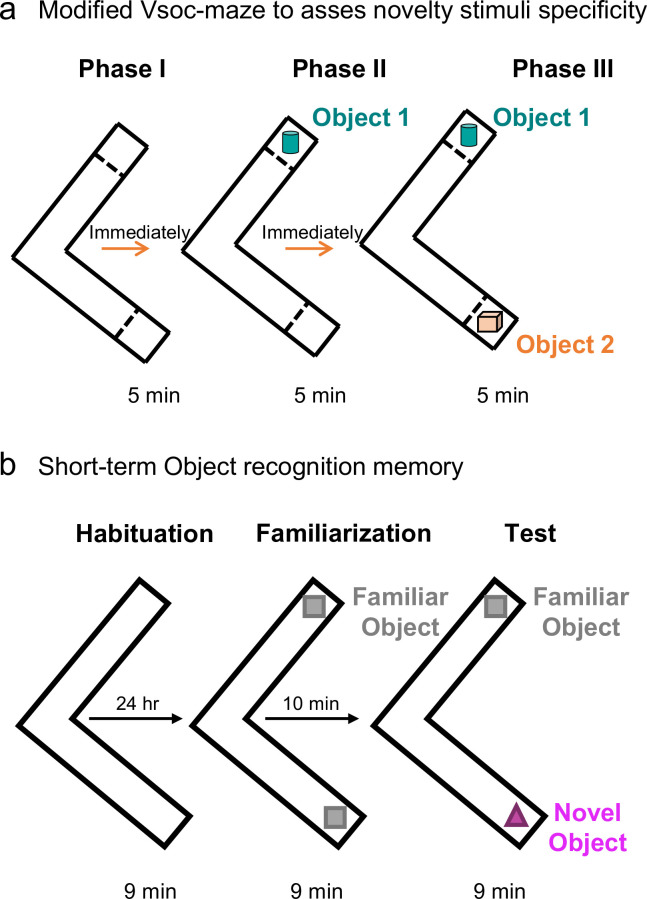
Schematic cartoon of behavioral test. Schematic cartoon of the (a) modification of the sociability and preference for social novelty procedure using unfamiliar objects instead of unfamiliar mice and (b) and short-term object recognition memory procedure.

**Figure 1—figure supplement 2.**
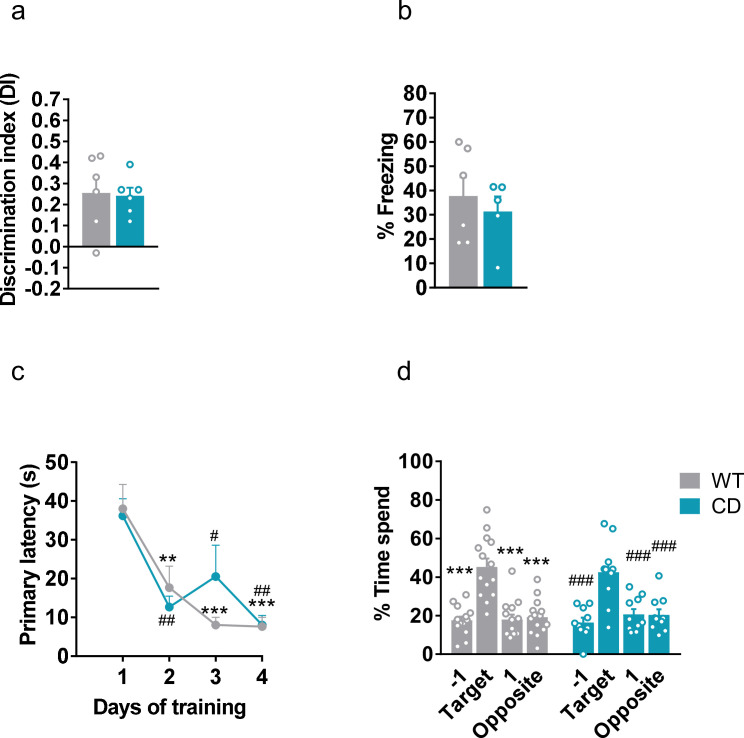
Long-term nonemotional, emotional, and spatial memory in complete deletion (CD) mice. (a) Discrimination index in long-term novel object recognition test (WT, n=6; CD, n=6). Statistical significance was calculated by Student’s t-test. (b) Freezing (%) behaviour measured in long-term context fear conditioning paradigm (WT, n=6; CD, n=5). Statistical significance was calculated by Student’s t-test. (c) Primary latency (s) measured during Barnes maze training. Statistical significance was calculated by Newman-Keuls post hoc test following Repeated measures two-way ANOVA ** p< 0.01, *** p< 0.001 (compared to WT Day 1); # p<0.05, ## p<0.01 (compared to CD Day 1). (d) Time spend (%) in each quadrant during Barnes maze test trial (WT, n=14; CD, n=10). Statistical significance was calculated by Newman-Keuls post hoc test following Repeated measures two-way ANOVA *** p< 0.001 (compared to WT Target quadrant); ### p<0.001 (compared to CD Target quadrant). Data are expressed as mean ± S.E.M. Figure 1—figure supplement 2—source data 1.Long-term nonemotional, emotional, and spatial memory in complete deletion (CD) mice.

To confirm that both alterations in social behavior were dependent on social stimuli, we repeated the same procedure using unfamiliar objects instead of unfamiliar mice (see setting in Figure 1—figure supplement 1a). Both WT and CD mice displayed a preference for the compartment with an object (object 1, O1) over the empty compartment. In contrast to social behavior, WT and CD mice spent similar time exploring O1 (Figure 1c, middle). When a new object (object 2, O2) was introduced immediately after to simulate the preference for novelty, both WT and CD mice spent more time exploring the new object O2 than the object that had been previously explored, O1 (Figure 1c, right). On the one hand, these results reveal the strong motivation of CD mice for social interaction compared to WT mice. On the other hand, they show both genotypes display similar motivation to explore object novelty. Under our experimental conditions, using the V-maze (see setting in Figure 1—figure supplement 1b), CD mice also displayed an impairment in short-term memory in novel object-recognition test (NORT) (Figure 1d). Instead, no significant differences were found when the NORT was performed to test long-term memory (Figure 1—figure supplement 2a), context fear conditioning (Figure 1—figure supplement 2b), or spatial learning and memory in the Barnes maze test (Figure 1—figure supplement 2c, d), altogether pointing to specific but not generalized deficiencies in cognitive performance.

### CD mice show alterations in density and signaling of CB1R

We determined the levels of endocannabinoids 2-AG, AEA, and related 2-monoacylglycerols (2-linoleoylglycerol, 2-LG and 2-oleoylglycerol, 2-OG) and *N*-acylethanolamines (*N*-docosatetraenoylethanolamine, DEA and *N*-docosahexaenoylethanolamine, DHEA) in whole brain homogenates. No significant changes were revealed in CD mice in comparison to WT animals (Table 1). Then, we analyzed cannabinoid receptor brain density by [^3^H]CP55,940 radioligand-binding assay in brain tissue sections. Quantitative densitometry revealed an increased density of cannabinoid receptors in the basolateral and central amygdala, whereas a decreased density was observed in the polymorphic and granular layers of dentate gyrus (Figure 2a, b; Supplementary file 1). To determine the specific subtype of the cannabinoid receptor studied, SR141716A (rimonabant) and SR144528, selective antagonists for CB1R and CB2R, respectively, were used. SR141716A, but not SR144528, blocked [^3^H]CP55,940 radioligand binding in brain slices (Figure 2—figure supplement 1a) indicating that the observed changes occur in CB1R distribution.

**Figure 2.**
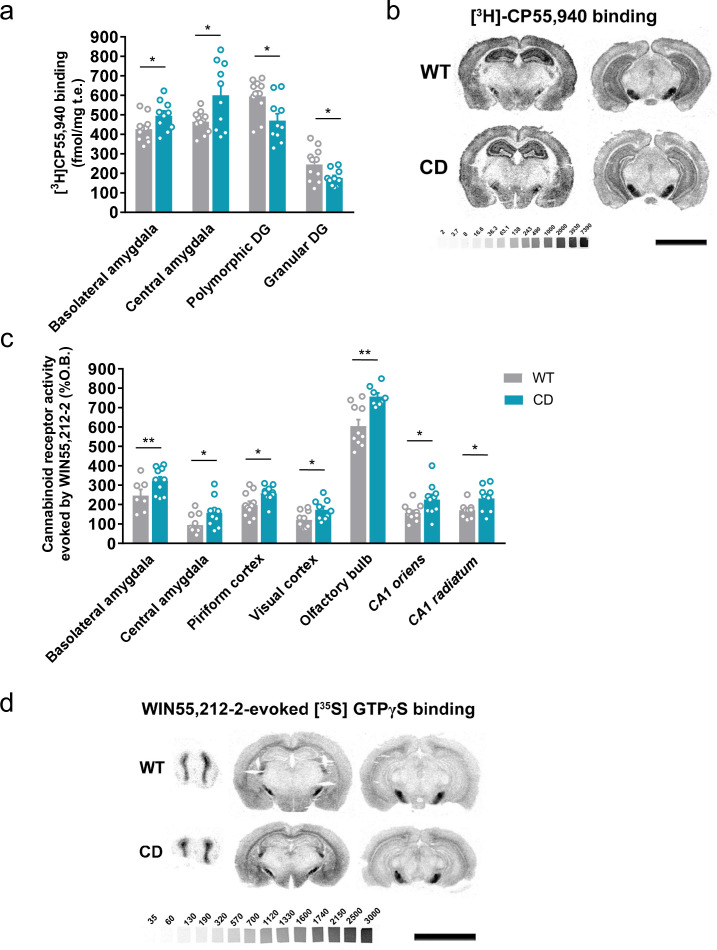
Complete deletion (CD) mice show alterations in cannabinoid type-1 receptor (CB1R) density and coupling to G_i/o_ proteins. (**a**) [^3^H]CP55,940 binding of brain regions with significant changes in CD mice in comparison to WT littermates (WT, *n* = 11; CD, *n* = 10). (**b**) Representative images of [^3^H]CP55,940-binding autoradiography. (**c**) Brain regions showing significant changes in [^35^S]GTPγS binding evoked by WIN55,212–2 (10 µM) in CD mice in comparison to WT littermates (WT, *n* = 10–11; CD, *n* = 8–10), expressed as percentage of stimulation over the basal binding. (**d**) Representative images of WIN55,212–2-evoked [^35^S]GTPγS binding. [^14^C]-microscales used as standards in Ci/g t.e. Scale bar = 5 mm. Statistical significance was calculated by Student’s *t*-test. *p < 0.05; **p < 0.01; (genotype effect). Data are expressed as mean ± standard error of the mean (SEM). Figure 2—source data 1.Cannabinoid type-1 receptor (CB1R) density and coupling to G_i/o_ proteins in complete deletion (CD) mice.

**Figure 2—figure supplement 1.**
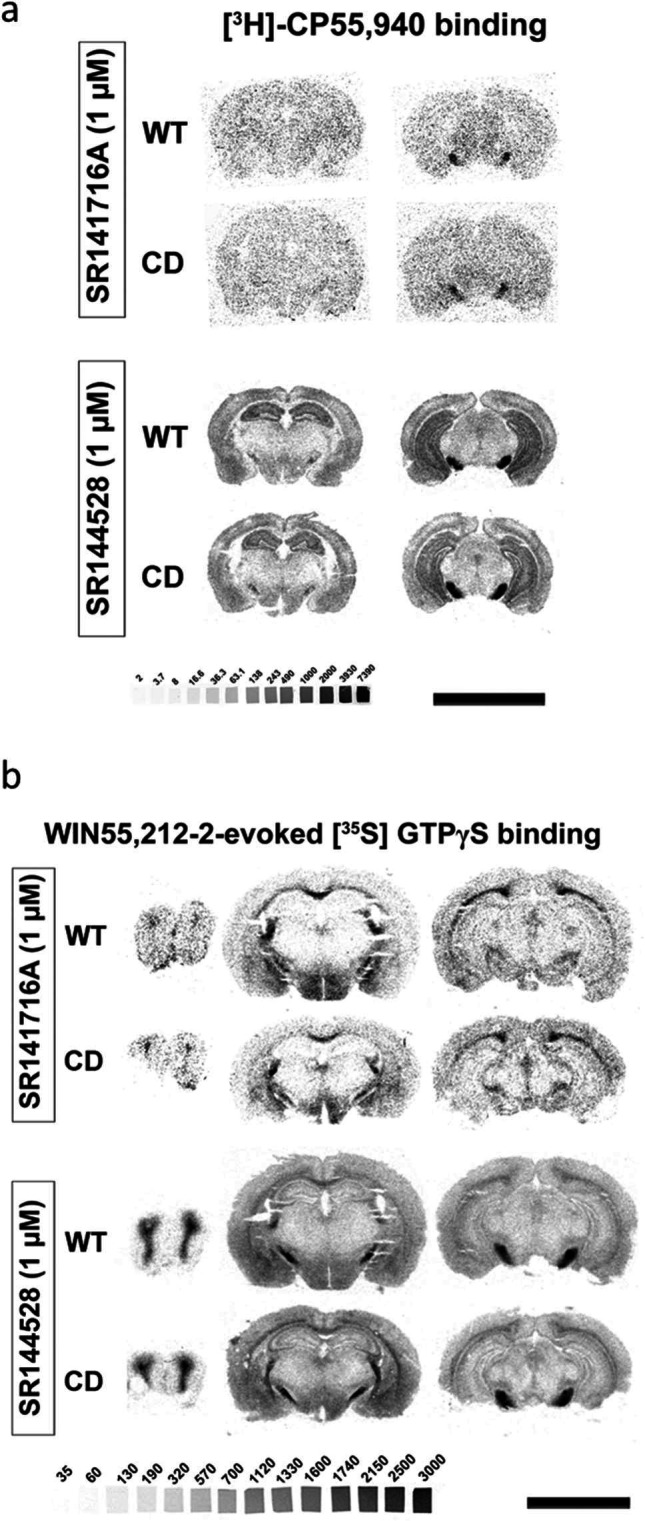
Complete deletion (CD) mice alterations in cannabinoid receptor density and activity are specific for cannabinoid type-1 receptor (CB1R). (a) Representative image of [3H]CP55,940 radioligand binding autoradiography. [3H]CP55,940 radioligand binding in brain slices was blocked with rimonabant but not with the CB2R antagonist SR144528. (b) Representative images of WIN55,212-2-evoked [35S]GTPγS binding. The increase in WIN55,212-2-stimulated [35S]GTPγS binding in brain slices was blocked in the presence of the CB1R antagonist rimonabant, but not with SR144528.

**Table 1.** Levels of endocannabinoids and related compounds in whole brain homogenates of complete deletion (CD) and WT. (WT, *n* = 10; CD, *n* = 11). Statistical significance was calculated by Student’s *t*-test. Data are expressed as mean ± standard error of the mean (SEM).

	Whole brain	
	WT	CD
2-AG (nmol/g)	4.96 ± 0.08	5.51 ± 0.29
2-LG (nmol/g)	0.42 ± 0.03	0.46 ± 0.03
2-OG (nmol/g)	0.96 ± 0.04	0.96 ± 0.05
AEA (pmol/g)	5.57 ± 0.19	5.65 ± 0.32
DEA (pmol/g)	1.98 ± 0.07	1.93 ± 0.06
DHEA (pmol/g)	12.38 ± 0.35	11.63 ± 0.60

Next, we assessed cannabinoid receptor-mediated G_i/o_ protein activity by [^35^S]GTPγS autoradiography. CD mice exhibited a higher WIN55,212–2-stimulated [^35^S]GTPγS binding in several brain regions compared to WT mice, while basal activity was similar in both genotypes. The regions in CD mice with high G-protein coupling included the basolateral and central amygdala, piriform and visual cortex, olfactory bulb, and *CA1 stratum oriens* and *CA1 stratum radiatum* (Figure 2c, d; Supplementary file 2). This increase was blocked in the presence of the CB1R antagonist SR141716A, but not with the CB2 antagonist SR144528 (Figure 2—figure supplement 1b). These results indicated that there was an increase in the functional coupling of CB1R to G_i/o_ proteins in several brain regions of CD mice. Interestingly, both CB1R density and CB1R-mediated G_i/o_ protein activity increased in different subregions of amygdala.

### JZL184 administration corrects behavioral impairment in CD mice

Previous reports have demonstrated that subchronic administration of JZL184, an irreversible inhibitor of the MAGL, promotes downregulation and G-protein uncoupling of CB1R (Llorente-Ovejero et al., 2018; Kinsey et al., 2013). We found that administration of JZL184 (8 mg/kg, i.p.) for 10 days significantly decreased the time that CD mice spent exploring unfamiliar juvenile S1, reaching levels comparable to those displayed by WT mice during the sociability phase (Figure 3a, center), whereas no significant changes were observed after a single dose of the drug (Figure 3—figure supplement 1). During the preference for social novelty phase, CD mice treated with JZL184 showed a preference for unfamiliar juvenile S2 similar to WT animals (Figure 3a, right). Notably, administration of JZL184 did not alter the exploration time of WT mice or the exploration time during the habituation phase (Figure 3a, right). Furthermore, no changes were observed in locomotor activity after JZL184 administration in WT or in CD mice (Figure 3—figure supplement 2) discarding an overall effect of treatment that could bias exploratory activity of mice.

**Figure 3.**
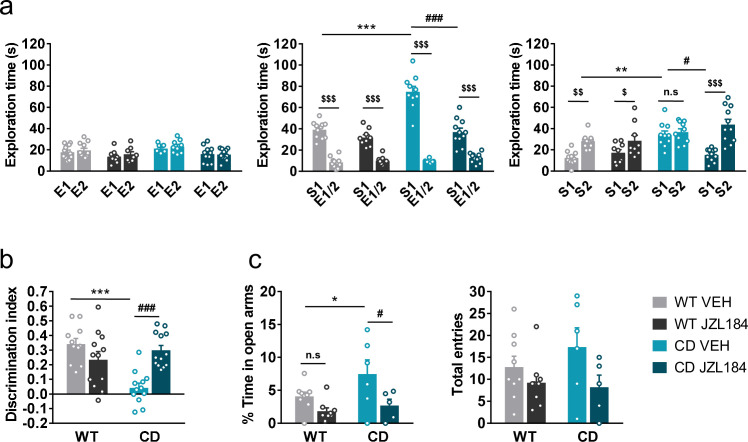
JZL184 treatment normalizes behavioral traits of complete deletion (CD) mice. (**a**) Time spent exploring either empty compartments (E) or stranger mice (S) in the Vsocial-maze after 10 days of treatment with vehicle (VEH) or JZL184 (8 mg/kg) (WT VEH, *n* = 11; WT JZL184, *n* = 8–9; CD VEH, *n* = 9–10; CD JZL184, *n* = 11). Statistical significance was calculated by repeated measures analysis of variance (ANOVA) comparison. ^$^p < 0.05; ^$$^p < 0.01; ^$$$^p < 0.001 (compartment effect); *p < 0.05; ***p < 0.001 (genotype effect); ^#^p < 0.05; ^###^p < 0.001 (treatment effect). (**b**) Discrimination index of WT and CD mice treated for 7 days with vehicle (VEH) or JZL184 (8 mg/kg) (WT VEH, *n* = 11; WT JZL184, *n* = 12; CD VEH, *n* = 12; CD JZL184, *n* = 13). Statistical significance was calculated by Newman–Keuls post hoc test following two-way ANOVA. ***p < 0.001 (genotype effect); ^###^p < 0.001 (treatment effect). (**c**) Percentage of time spend in open arms and total entries in the elevated plus maze of WT and CD mice treated for 10 days with vehicle (VEH) or JZL184 (8 mg/kg) (WT VEH, *n* = 9; WT JZL184, *n* = 9; CD VEH, *n* = 6; CD JZL184, *n* = 5). Statistical significance was calculated by Newman–Keuls post hoc test following two-way ANOVA. *p < 0.05 (genotype effect); ^#^p < 0.05 (treatment effect). Data are expressed as mean ± standard error of the mean (SEM). Figure 3—source data 1.JZL184 treatment normalizes behavioral traits of complete deletion (CD) mice.

**Figure 3—figure supplement 1.**
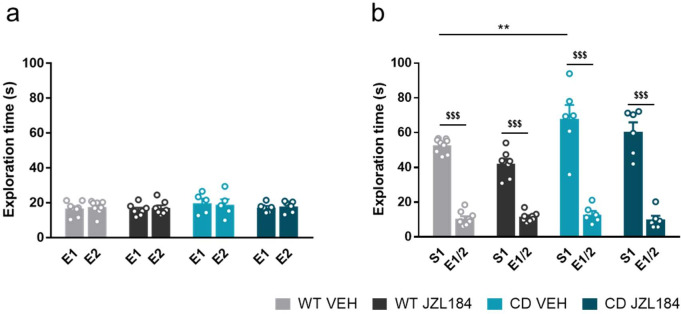
Acute administration of JZL184. Acute administration of JZL184 does not normalise hypersociable phenotype in CD mice. (a) Time spent exploring both empty compartments (E). (b) Time spent exploring either empty compartments (E) or stranger mice (S) after one single of treatment of vehicle (VEH) or JZL184 (8 mg/kg) (WT VEH, n=7-8; WT JZL184, n=7-8; CD VEH, n=5-6; CD JZL184, n=6). Statistical significance was calculated by repeated measures ANOVA comparison. $$$ p<0.001 (compartment effect); ** p<0.01 (genotype effect). Data are expressed as mean ± S.E.M. Figure 3—figure supplement 1—source data 1.Acute administration of JZL184.

**Figure 3—figure supplement 2.**
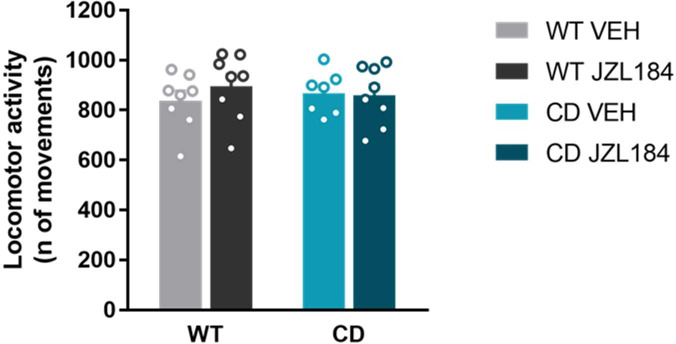
Locomotor activity after JZL184 treatment. JZL184 treatment does not modify locomotor activity in WT and CD mice. Horizontal movements performed in locomotor activity boxes for 30 minutes by mice treated with vehicle (VEH) or JZL184 (8 mg/kg) (WT VEH, n=8; WT JZL184, n=8; CD VEH, n=7; CD JZL184, n=8). Statistical significance was calculated by two-way ANOVA. Data are expressed as mean ± S.E.M. Figure 3—figure supplement 2—source data 1.Locomotor activity after JZL184 treatment.

Given the role of the ECS in learning and memory processes (Marsicano and Lafenêtre, 2009), we studied the effect of JZL184 treatment over the short-term recognition memory deficit of CD mice. Subchronic administration of JZL184 (8 mg/kg, i.p.) for 7 days (last administration 2 hr before starting the training phase of the NORT), restored memory impairment in CD mice (Figure 3b).

Then, we assessed anxiety-like behavior using the elevated plus maze test after 10 days of treatment. We observed that CD mice spent more time in the open arms of the maze than WT animals (Figure 3c, left). Interestingly, this behavior of CD mice was reversed after JZL184 treatment. However, the number of total entries, as a measure of exploratory activity in the elevated plus maze, showed much variability without revealing any significant effect (Figure 3c, right).

### JZL184 administration modifies ECS signaling in CD mice

We first confirmed the efficacy of JZL184 enhancing 2-AG levels in the brain by assessing endocannabinoid levels in two of the main regions of interest, amygdala and hippocampus. JZL184 treatment increased 2-AG levels in both brain regions and showed similar efficacy in WT and CD mice. No changes were found in AEA levels among groups (Table 2).

**Table 2.** Levels of the two major endocannabinoids (2-AG and AEA) in brain regions relevant for social and cognitive behavior (amygdala and hippocampus) after 10 days treatment with VEH or JZL184. (WT VEH, *n* = 6; WT JZL184, *n* = 6; CD VEH, *n* = 7; CD JZL184, *n* = 7). Statistical significance was calculated by Newman–Keuls post hoc test following two-way analysis of variance (ANOVA). ^###^p < 0.001 (treatment effect). Data are expressed as mean ± standard error of the mean (SEM).

	Amygdala			
	WT VEH	WT JZL184	CD VEH	CD JZL184
2-AG (nmol/g)	18.72 ± 4.60	122.96 ± 21.99^###^	16.99 ± 0.86	128.33 ± 18.12^###^
AEA(pmol/g)	6.89 ± 1.04	5.34 ± 0.53	6.64 ± 0.41	4.69 ± 0.41
	Hippocampus			
	WT VEH	WT JZL184	CD VEH	CD JZL184
2-AG (nmol/g)	9.11 ± 1.45	75.55 ± 14.95^###^	9.01 ± 0.46	86.46 ± 15.25^###^
AEA (pmol/g)	8.30 ± 0.77	8.26 ± 0.57	8.80 ± 0.63	7.85 ± 0.87

We focused on the amygdala to determine whether subchronic administration of JZL184 at 8 mg/kg for 10 days induced changes in CB1R density and CB1 receptor-mediated G_i/o_ protein activity. We found by immunofluorescence analysis of basolateral amygdala an enhanced expression of CB1R in CD mice that was significantly decreased after JZL184 treatment (Figure 4a, b). Similarly, a downregulation of CB1R was observed by immunoblot in amygdala homogenates from CD mice treated with JZL184 (Figure 4—figure supplement 1). Such modulation in CB1R was not paralleled by changes in the density of cells positive for the neuronal marker Neu N (Figure 4—figure supplement 2a) or the density of cells stained with 4′,6-diamidino-2-phenylindole (DAPI) (Figure 4—figure supplement 2b), discarding major contributions of such confounding factors in CB1R changes in expression.

**Figure 4.**
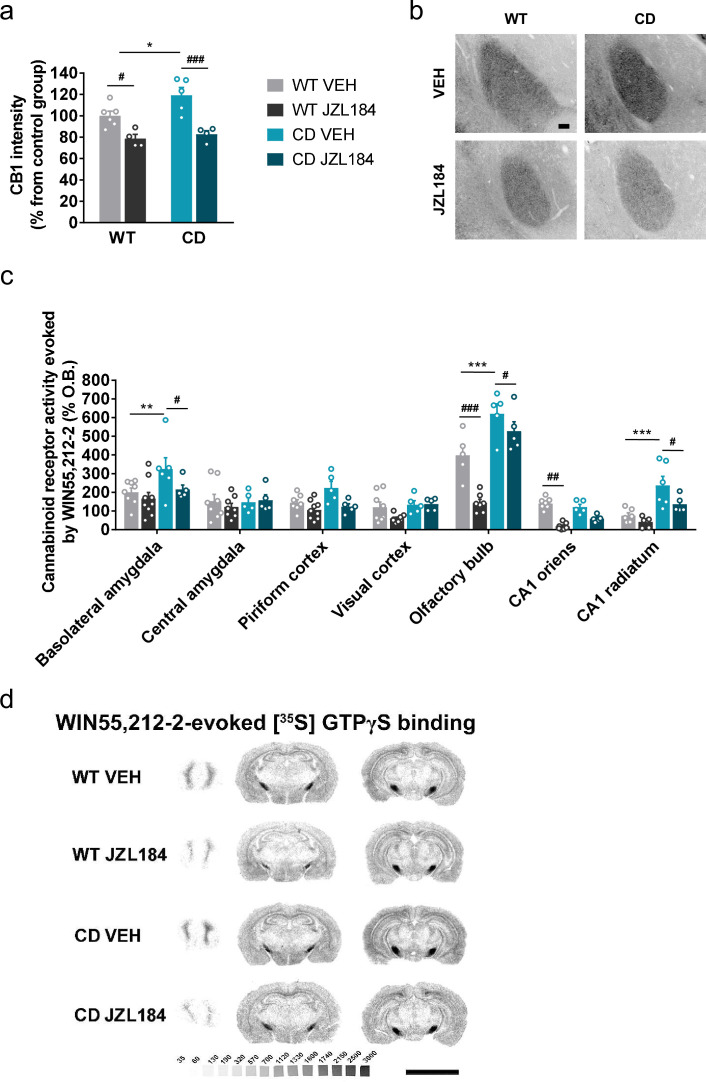
JZL184 treatment restores altered cannabinoid type-1 receptor (CB1R) density and coupling to G_i/o_ proteins in complete deletion (CD) mice. (**a**) Quantification and (**b**) representative images of CB1R immunodetection in the basolateral amygdala of WT and CD mice after 10 days of treatment with vehicle (VEH) or JZL184 (8 mg/kg) (WT VEH, *n* = 6; WT JZL184, *n* = 4; CD VEH, *n* = 5; CD JZL184, *n* = 4). Scale bar = 100 µm. Statistical significance was calculated by Newman–Keuls post hoc test following two-way analysis of variance (ANOVA). *p < 0.05 (genotype effect); ^#^p < 0.05, ^###^p < 0.001 (treatment effect). (**c**) [^35^S]GTPγS binding evoked by WIN55,212–2 (10 µM) after 10 days of treatment with vehicle (VEH) or JZL184 (8 mg/kg) (WT VEH, *n* = 5–8; WT JZL184, *n* = 6–9; CD VEH, *n* = 5–6; CD JZL184, *n* = 5) expressed as percentage of stimulation over the basal binding. Statistical significance was calculated by Newman–Keuls post hoc test following two-way ANOVA. **p < 0.01, ***p < 0.001 (genotype effect); ^#^p < 0.05, ^##^p < 0.01, ^###^p < 0.001 (treatment effect). (**d**) Representative images of WIN55,212–2-evoked [^35^S]GTPγS binding. [^14^C]-microscales used as standards in Ci/g t.e. Scale bar = 5 mm. Data are expressed as mean ± standard error of the mean (SEM). Figure 4—source data 1.JZL184 treatment restores altered cannabinoid type-1 receptor (CB1R) density and coupling.

**Figure 4—figure supplement 1.**
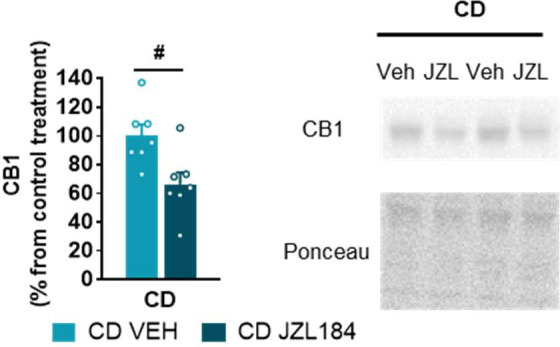
JZL184 treatment downregulates cannabinoid type-1 receptor (CB1R) protein levels in the amygdala of complete deletion (CD) mice (CD VEH, n=7; CD JZL184, n=7). Statistical significance was calculated by Student’s t-test. # p<0.05 (treatment effect). Data are expressed as mean ± S.E.M. Figure 4—figure supplement 1—source data 1.JZL184 treatment downregulates cannabinoid type-1 receptor (CB1R) protein levels in the amygdala of complete deletion (CD) mice. Figure 4—figure supplement 1—source data 2.Original blots of cannabinoid type-1 receptor (CB1R) in the amygdala of complete deletion (CD) mice.

**Figure 4—figure supplement 2.**
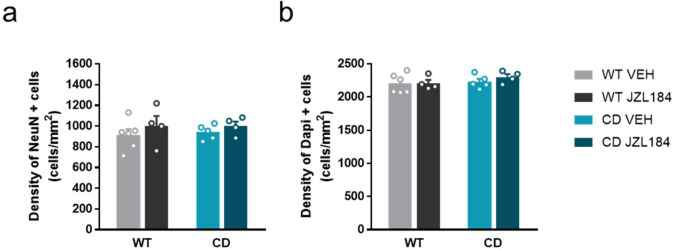
Quantification of total number of cells and neurons in basolateral amygdala. The number of cells and neurons is not altered neither in CD mice or JZL184 treatment condition in Basolateral amygdala. (a) Density of NeuN+ and (b) Dapi + cells in basolateral amygdala measured by immunofluorescence. (WT VEH, n=6; WT JZL184, n=4; CD VEH, n=5; CD JZL184, n=4). Statistical significance was calculated by Newman-Keuls post hoc test following two-way ANOVA. Data are expressed as mean ± S.E.M. Figure 4—figure supplement 2—source data 1.Quantification of total number of cells and neurons in basolateral amygdala.

We then analyzed CB1R-mediated G_i/o_ protein activity in the brain regions where we previously found changes in CD mice. Interestingly, significant changes were observed after JZL184 treatment in functional coupling of CB1R to G_i/o_ proteins in three brain regions of CD mice: basolateral amygdala, olfactory bulb, and CA1 *stratum radiatum* (Figure 4c, d). Curiously, these changes in CB1R activity were not observed in other areas such as the central amygdala, the pyriform cortex, visual cortex or CA1 *stratum oriens* (Figure 4c, d) further supporting local effects of JZL184 treatment. These data demonstrated that the subchronic treatment of JZL184 normalizes alterations in CB1R density and activity in key brain regions of CD mice.

### JZL184 treatment has an impact on the cardiovascular phenotype of CD mice

We hypothesized that JZL184 treatment could impact the cardiovascular phenotype of CD mice. For this purpose, several anatomical and functional parameters were evaluated. In agreement with previous descriptions of the CD model, mice presented an increase in the heart weight/body weight ratio (Figure 5a) and a nonsignificant trend on muscle proportion of the left ventricle (Figure 5—figure supplement 1) consistent with cardiac hypertrophy. These parameters were not paralleled by other measures such the brain weight/body weight ratio (Figure 5—figure supplement 2). Notably, administration of JZL184 for 10 days (8 mg/kg, i.p.) restored the heart weight/body weight (Figure 5a) but did not modify brain size parameters (Figure 5—figure supplement 2), suggesting a specific improvement over cardiac hypertrophy of CD mice. To confirm the results on the hypertrophic phenotype, we measured the cross-sectional area (CSA) of cardiomyocytes in the ventricle by histological methods. CSA was increased in CD mice and was completely normalized after JZL184 treatment, reaching the level of WT animals further validating the beneficial effect of the pharmacological intervention over cardiac hypertrophy (Figure 5b, c) without any significant effect on WT mice. To further confirm these changes, we performed transthoracic echocardiography. According to echocardiography measurements, left ventricular mass and wall thickness at the interventricular septum (IVS) and the posterior wall (LVPW) were significantly increased in CD mice and there was a tendency toward a decrease after JZL184 treatment (Supplementary file 3). In addition, echocardiography analysis revealed that CD mice presented a slight reduction in left ventricular ejection fraction (LVEF) at baseline that was normalized after JZL184 (Figure 5d), indicating that the treatment produced an overall improvement in cardiac function.

**Figure 5.**
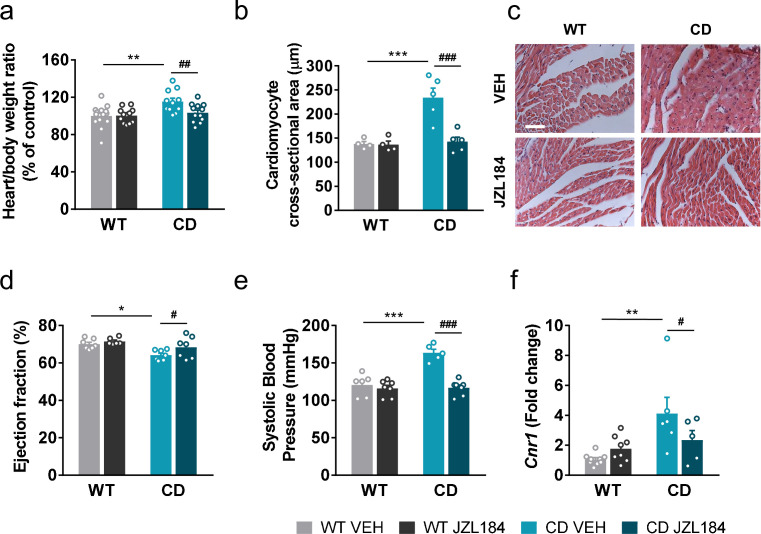
JZL184 administration regresses cardiac hypertrophy and the expression of cardiac *Cnr1* alterations of complete deletion (CD) mice. (**a**) Heart/body weight ratios obtained from WT and CD mice treated for 10 days with vehicle (VEH) or JZL184 (8 mg/kg) (WT VEH, *n* = 14; WT JZL184, *n* = 12; CD VEH, *n* = 11; CD JZL184, *n* = 12). (**b**) Cardiomyocyte cross-sectional area measured from WT and CD mice after treatment (WT VEH, *n* = 4; WT JZL184, *n* = 4; CD VEH, *n* = 5; CD JZL184, *n* = 5) and (**c**) representative images, scale bar = 5 µm. (**d**) Ejection fraction (%) assessed by echocardiography from measurements performed on bidimensional images (WT VEH, *n* = 7; WT JZL184, *n* = 6; CD VEH, *n* = 7; CD JZL184, *n* = 7). (**e**) Systolic blood pressure (mmHg) obtained after 10 days treatment (WT VEH, *n* = 6; WT JZL184, *n* = 7; CD VEH, *n* = 5; CD JZL184, *n* = 7) (**f**) Cardiac mRNA levels of *Cnr1* gene obtained by qPCR expressed in fold-change after the 10th day administration (WT VEH, *n* = 9; WT JZL184, *n* = 8; CD VEH, *n* = 6; CD JZL184, *n* = 5). Statistical significance was calculated by Newman–Keuls post hoc test following two-way analysis of variance (ANOVA). *p < 0.05; **p < 0.01; ***p < 0.001 (genotype effect); ^#^p < 0.05; ^##^p < 0.01; ^###^p < 0.001 (treatment effect). Data are expressed as mean ± standard error of the mean (SEM). Figure 5—source data 1.JZL184 treatment has an impact on the cardiovascular phenotype of complete deletion (CD) mice.

**Figure 5—figure supplement 1.**
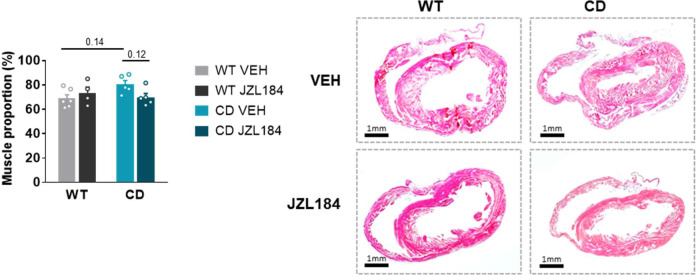
Additional heart morphology data. Additional heart morphology data after JZL184 treatment in CD mice. Representative haematoxylin-eosin stained transverse cardiac sections and quantification of muscle proportion from WT and CD mice treated for 10 days with vehicle (VEH) or JZL184 (8 mg/kg) (WT VEH, n=6; WT JZL184, n=4; CD VEH, n=5; CD JZL184, n=5). Statistical significance was calculated by Newman-Keuls post hoc test following two-way ANOVA. Data are expressed as mean ± S.E.M. Figure 5—figure supplement 1—source data 1.Additional heart morphology data.

**Figure 5—figure supplement 2.**
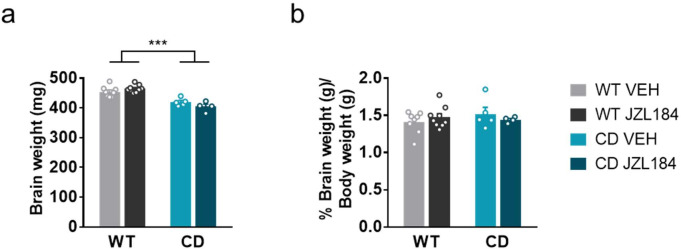
Brain weight measurements. Brain weight (a) and proportion of brain to body weight (b) of WT and CD mice after sub-chronic treatment with vehicle or JZL184. (WT VEH, n=8; WT JZL184, n=9; CD VEH, n=5; CD JZL184, n=4). Statistical significance was calculated by two-way ANOVA. *** p<0.001 (effect of genotype). Data are expressed as mean ± S.E.M. Figure 5—figure supplement 2—source data 1.Brain weight measurements.

We additionally measured systolic blood pressure and found that JZL184 treatment prevented the mild hypertension described in CD mice (Segura-Puimedon et al., 2014) without affecting blood pressure in WT mice (Figure 5e).

To further explore the mechanisms behind, we assessed CB1R mRNA expression levels in heart homogenate samples. Notably, we found an increase in the expression of *Cnr1* in CD mice that was reversed after the subchronic administration of JZL184 (Figure 5f).

### JZL184 treatment reverses cardiac transcriptional deficits of CD mice

Given the results on the cardiac phenotype in the WBS mouse model, we performed a transcriptomic analysis on cardiac tissue to further explore the effects of JZL184 treatment in CD mice. 

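Hearts of 11 male mice were sequenced after 10 days of treatment, from 2 WT mice given vehicle (WT VEH), 3 WT mice given JZL184 at 8 mg/kg (WT JZL184), 3 CD mice given vehicle (CD VEH) and 3 CD mice given JZL184 at the same dose (CD JZL184). JZL184 inhibits monoacylglycerol lipase, the enzyme that degrades the endocannabinoid 2-AG, and CD mice carry a single copy of the chromosome 5 interval that corresponds to the WBS critical region. The treatment field of the deposited labels calls the 5 control mice untreated, whereas their titles and the paper give vehicle, and they were analysed as VEH. The libraries were run on a HiSeq3000 instrument. The authors quantified transcripts with Salmon 0.7.2 on the Ensembl release 85 annotation of GRCm38 and summed them to genes with tximport 1.2.0, and the deposited table holds the resulting estimated counts per gene and mouse without normalization. The counts per mouse were 69660232 and 79464419 in WT VEH, 73026904 to 87684908 in WT JZL184 (median 83672925), 83789499 to 86650711 in CD VEH (median 85087749) and 80252071 to 92251443 in CD JZL184 (median 83576037). At these depths, 3 counts correspond to between 0.0325 and 0.0431 CPM (counts scaled to a common library size), which covers counting error only. Genes of the mitochondrial genome took 36.4% to 46.6% of the counts of a mouse. Between mice of the same group, the chi-square against sampling noise was 22.6 to 125 per gene for each pair. It describes the spread between separate animals and tests no explanation of it.

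The estimated counts were rounded to whole numbers and scaled by edgeR's TMM method. The 11319 genes with an average log2 CPM of at least 1 over the 11 mice were tested, of 22608 genes in the table. All 4 groups entered a single model without covariates, and each comparison was tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the tested genes. DEGs were the genes with an adjusted p-value under 0.05 in that test, and the genes of the WBS critical region were counted apart. The paper ran DESeq2 on the count matrix taken directly from tximport. No transcript lengths from tximport were used here, so the counts were not corrected for differences in transcript usage between mice. The columns of the table name the group of each mouse and a letter that is in no sample label, but not its sample number, so mice were not paired between groups. With 2 WT VEH mice, no exact test of a single value between WT VEH and a group of 3 can reach a p-value under 0.1.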

For this purpose, we performed high-throughput RNA sequencing (RNA-seq) of heart samples from mice treated with vehicle or JZL184 for 10 days. 

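Principal components were computed from the log2 CPM values (prior count 2) of the 500 most variable tested genes over the 11 mice. PC1 carried 38.5% of the variance and PC2 carried 20.4%. On PC1, the scores of the WT VEH mice were -6.91 and -5.01 and those of the CD JZL184 mice ran from -10.3 to -6.10, while the CD VEH mice ran from 0.803 to 6.04 and the WT JZL184 mice from 3.89 to 14.4. PC2 separated the genotypes, with scores from 2.58 to 7.05 in the 6 CD mice and from -8.54 to -2.68 in the 5 WT mice. Scaling each gene to unit variance moved PC1 the most, to 56.4% of the variance. PC1 placed WT VEH with CD JZL184 on one side and CD VEH with WT JZL184 on the other in this setting too, in the 3 other settings tried and with any one of the 11 mice left out.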

Before analyzing differences in gene expression, a principal component analysis was performed that revealed the samples used were informative with respect to the differences between experimental groups (Figure 6—figure supplement 1). After that, we first compared RNA-seq data between WT and CD treated with vehicle, and found 3838 differentially expressed genes (DEGs) with a |log_2_ fold-change| > 0 and adjusted p values <0.05 excluding the genes of the WBS critical region (Figure 6a). 

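Expression of the genes in the deleted interval was examined first, because it checks the genotype labels. The table holds 25 genes from Gtf2i to Fkbp6 (chromosome 5 of GRCm38, 134237834 to 135350044, gene positions from GENCODE mouse release 21), and 14 of them passed the expression filter. Each of the 14 had a lower CPM in every CD mouse than in every WT mouse. Their median log2 fold-change was -1.01 in CD VEH against WT VEH and -0.91 in CD JZL184 against WT JZL184. Gtf2i (ENSMUSG00000060261.15, 134237834 to 134314760) had 126 ± 4.28 (SD, n = 2) CPM in WT VEH and 54.1 ± 3.02 (SD, n = 3) CPM in CD VEH (log2 fold-change -1.22, SE 0.07, edgeR adjusted p = 1.7e-06). Baz1b (ENSMUSG00000002748.7, 135187264 to 135246129) had 70.6 ± 3.53 and 26.0 ± 0.253 CPM in the same groups (log2 fold-change -1.44, SE 0.08, edgeR adjusted p = 1.7e-06). Eln (ENSMUSG00000029675.12, 134702593 to 134747323), which encodes elastin, had 35.6 ± 1.17 and 21.3 ± 5.36 CPM (log2 fold-change -0.74, SE 0.20, edgeR adjusted p = 0.0201). Without CD VEH mouse A, the edgeR adjusted p of Eln was 0.0582. It was the highest of the 11 alternatives with a test, DESeq2 among them, and the lowest was 0.00192. The other 11 genes of the interval were below the filter, among them Fkbp6 at its edge, which was listed with 64 to 94 counts in CD mice and 1 to 5 in WT mice.

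**Figure D1:**
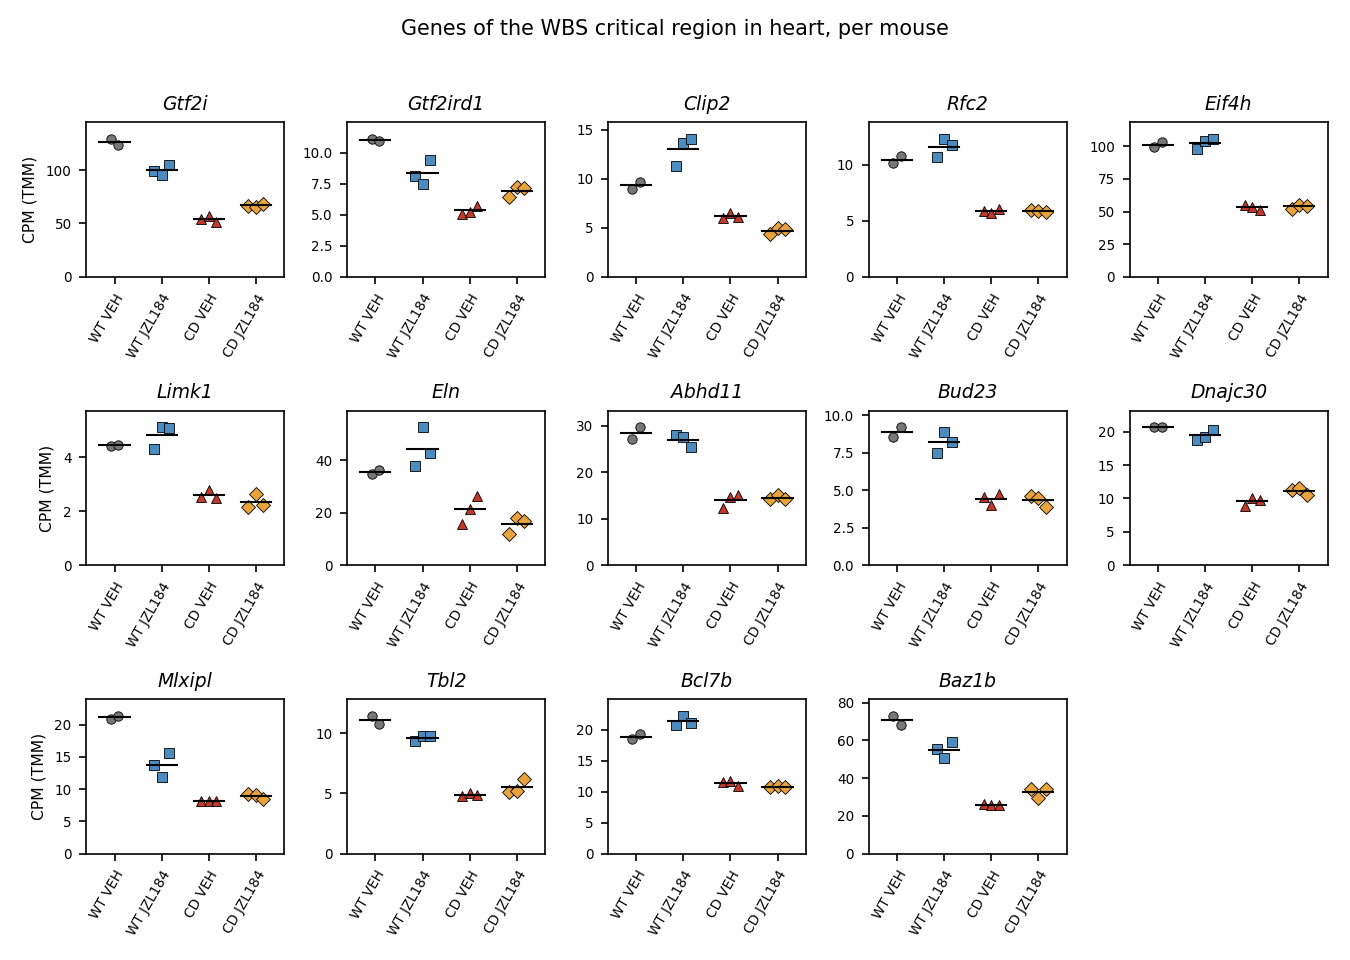
CPM (TMM-normalized) of the 14 tested genes of the WBS critical region in each heart, on linear axes that start at 0. Points are mice (WT VEH, n = 2; WT JZL184, n = 3; CD VEH, n = 3; CD JZL184, n = 3) and lines are group means. For each gene, every CD mouse lies under every WT mouse.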

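Outside the WBS critical region, 3426 genes were DEGs in CD VEH against WT VEH, 1694 of them upregulated and 1732 downregulated. An unadjusted p-value under 0.05 was reached by 4925 genes. The changes were mostly small, with a median log2 fold-change of 0.42 among upregulated and -0.36 among downregulated genes, and 42 DEGs changed by more than 1 on the log2 scale. Requiring an absolute log2 fold-change of at least 1 moved the number of DEGs the most, to 42. With the thresholds kept, leaving out a CD VEH mouse moved it the most, to 1917, and an offset for gene length gave 2650. Among DEGs whose groups did not overlap and with a mean of at least 10 CPM over the 11 mice, the lowest log2 fold-changes were those of Acta1 (215 ± 15.4 (SD, n = 2) CPM in WT VEH and 45.6 ± 20.3 (SD, n = 3) in CD VEH; log2 fold-change -2.24, SE 0.37, edgeR adjusted p = 0.0033), Lars2 (log2 fold-change -1.60, SE 0.31, edgeR adjusted p = 0.00506) and Fnip2 (log2 fold-change -1.20, SE 0.27, edgeR adjusted p = 0.00868). Lars2 had 1601 and 620.3 CPM in the WT VEH mice and 366 ± 28.1 CPM in CD VEH. The highest were those of Ube2l6 (log2 fold-change 1.30, SE 0.45, edgeR adjusted p = 0.0461), Pf4 (log2 fold-change 1.08, SE 0.23, edgeR adjusted p = 0.00746) and Meox2 (log2 fold-change 1.06, SE 0.10, edgeR adjusted p = 0.000214). Hmox1, whose mean over the 11 mice was under that limit, had a log2 fold-change of 1.73 (SE 0.55, edgeR adjusted p = 0.0344), and of 0.79 without CD VEH mouse E. Ube2l6 ranged from 14.3 to 51.3 CPM among CD VEH mice. Its edgeR adjusted p was 0.079 with the gene length offset and 0.0885 with only the CD VEH and WT VEH mice in the model. Over the 11 alternatives, edgeR and DESeq2 together, the adjusted p ran from 0.0155 to 0.0885. Without CD VEH mouse A, which had the highest CPM, the log2 fold-change of Ube2l6 was 0.43. Meox2 rose from 8.55 ± 0.394 to 17.8 ± 2.07 CPM.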

Of these DEGs, 1882 were upregulated and 1956 downregulated, indicating a relevant alteration in cardiac gene expression in CD mice. 

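For each GO biological process, the source data of Figure 6b list the genes that the paper called, so the log2 fold-changes of those genes in CD VEH against WT VEH describe the lists and are no test of them. Of the 62 genes listed as downregulated under striated muscle cell development, 60 were tested, 58 were downregulated DEGs and the median log2 fold-change was -0.50. The median was -0.42 for cardiac muscle contraction (38 downregulated DEGs of 43 tested genes), -0.42 for heart contraction (52 of 58) and -0.42 for muscle system process (52 of 60). None of the genes tested in these 4 lists was an upregulated DEG. Over-representation among DEGs was tested for the 6 pathways of Supplementary file 4 that the Reactome sets of fgsea 1.28.0 hold under the same name. Their genes come from Reactome and not from the paper's calls. The paper crossed cardiac pathways with its own DEGs of these mice, so the choice of pathways may depend on the same data. One-sided Fisher's exact tests were run against all tested genes, with Benjamini-Hochberg adjustment over 24 tests. They covered both directions in CD VEH against WT VEH and in CD JZL184 against CD VEH. Genes of the same mice are not independent replicates, so the p-values do not measure reproducibility over mice. Among downregulated DEGs of CD VEH against WT VEH, Striated Muscle Contraction had 9 of 22 tested genes, G-protein mediated events had 12 of 35 and mTOR signalling had 10 of 27. Among upregulated DEGs, Smooth Muscle Contraction had 8 of 20. The adjusted p was 0.0278 for each of these 4 pathways in Fisher's exact test. In CD JZL184 against CD VEH, Smooth Muscle Contraction had 9 of its 20 genes among downregulated DEGs (Fisher's exact test, adjusted p = 0.0278). The other 3 pathways were not over-represented among upregulated DEGs, with 5 genes of Striated Muscle Contraction (adjusted p = 0.564), 9 of G-protein mediated events (adjusted p = 0.320) and 8 of mTOR signalling (adjusted p = 0.222) in Fisher's exact test. With the gene length offset, G-protein mediated events (adjusted p = 0.385) and mTOR signalling (adjusted p = 0.169) no longer passed in CD VEH against WT VEH, and 11 genes of G-protein mediated events were downregulated in CD JZL184 against CD VEH (Fisher's exact test, adjusted p = 0.0238). With DESeq2, G-protein mediated events and Smooth Muscle Contraction did not pass in CD VEH against WT VEH (adjusted p = 0.0515 for both in Fisher's exact test). The count of Reactome sets among DEGs with an adjusted p under 0.05 was 5 of the 24 tests. Leaving out CD VEH mouse C moved it the most, to 1, and with DESeq2 it was 3.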

Enrichment analysis identified Gene Ontology (GO) biological processes linked to the cardiovascular system including striated muscle cell development, muscle cell development, muscle system process, cardiac muscle contraction, heart contraction, heart process, contraction muscle cell development, and muscle tissue progress among others (Figure 6b). Then, we calculated the DEGs comparing vehicle- and JZL184-treated CD mice. This yielded 2122 upregulated and 1990 downregulated genes as a result of the treatment (Figure 6c). 

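Outside the WBS critical region, 3826 genes were DEGs in CD JZL184 against CD VEH, 1901 upregulated and 1925 downregulated, of 5201 genes with an unadjusted p-value under 0.05. The median log2 fold-change was 0.31 among upregulated and -0.38 among downregulated DEGs, and 21 DEGs changed by more than 1 on the log2 scale. By the rule that named Acta1, the lowest log2 fold-changes were those of Cyp26b1 (log2 fold-change -2.63, SE 0.63, edgeR adjusted p = 0.00984), Ube2l6 (log2 fold-change -1.39, SE 0.39, edgeR adjusted p = 0.0184) and Ccl9 (log2 fold-change -1.27, SE 0.26, edgeR adjusted p = 0.00501). Cyp26b1 varied widely between CD VEH mice, with 15.5, 48.3 and 10.8 CPM, against 3.97 ± 2.11 (SD, n = 3) CPM in CD JZL184. Ube2l6 was no longer a DEG without CD JZL184 mouse A (edgeR adjusted p = 0.0641) or E (0.0556), with a lowest adjusted p of 0.00613 over the 14 alternatives. Its CPM was 51.3 in CD VEH mouse A and 14.3 and 15.1 in the other two, and without mouse A its log2 fold-change was -0.52. The highest log2 fold-changes were those of Fnip2 (log2 fold-change 1.04, SE 0.24, edgeR adjusted p = 0.00905), Ppp1r9a (log2 fold-change 0.78, SE 0.10, edgeR adjusted p = 0.00201) and Mylk4 (log2 fold-change 0.76, SE 0.15, edgeR adjusted p = 0.00399). Ppp1r9a rose from 14.4 ± 0.394 (SD, n = 3) to 24.7 ± 3.20 (SD, n = 3) CPM. Fnip2 rose from 12.9 ± 1.08 to 26.5 ± 12.3 CPM, with 20.2, 18.6 and 40.6 CPM in the CD JZL184 mice.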

Interestingly, overlap analysis revealed that 1433 DEGs, 73% of total downregulated in CD vehicle, were upregulated following JZL184 treatment (Figure 6d). 

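Of the 1732 genes downregulated in CD VEH, 1304 (75.3%) were upregulated in CD JZL184 against CD VEH, and 0 were downregulated further. Over the 1304 genes, the median log2 fold-change was -0.37 in CD VEH against WT VEH and 0.34 in CD JZL184 against CD VEH, which left a median of -0.03 in CD JZL184 against WT VEH. The CD VEH mice enter both comparisons, so a deviation shared by these 3 mice moves the 2 fold-changes in opposite directions. The number of genes down in CD VEH and up after JZL184 was 1 with an absolute log2 fold-change of at least 1 required in both comparisons. With the thresholds kept, leaving out a mouse moved it the most, from 635 to 1446 genes over 6 fits, or 52.4% to 80.5% of the genes downregulated in CD VEH.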

Enrichment analysis identified significant changes in several GO biological processes. Notably, among the 10 most significant GO biological processes, the majority were related to cardiovascular function including heart contraction, heart process, regulation of heart contraction, muscle system process, cardiac muscle contraction, muscle cell development, and regulation of blood circulation (Figure 6d). In addition, 1262 DEGs, 67% of total upregulated in CD vehicle, were downregulated after JZL184 treatment. 

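The source data of Figure 6d list the paper's genes for 10 GO biological processes of this overlap. The 62 tested genes under muscle system process had a median log2 fold-change of -0.42 in CD VEH against WT VEH and 0.44 in CD JZL184 against CD VEH, and 60 of them were DEGs in both comparisons. For striated muscle tissue development, the medians over 70 genes were -0.41 and 0.41 (66 DEGs in both). For muscle cell development, they were -0.53 and 0.42 over 49 genes (47 DEGs in both). In WT JZL184 against WT VEH, the same 3 lists had medians of -0.44, -0.41 and -0.47. The lists were drawn up from opposite calls on these mice, which fixes the direction of the medians in the CD comparisons, and the WT VEH mice on which those calls rest are also the reference of the WT comparison.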

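Of the 1694 genes upregulated in CD VEH, 1214 (71.7%) were downregulated in CD JZL184 against CD VEH, and 0 were upregulated further. Their median log2 fold-change was 0.43 in CD VEH against WT VEH, -0.41 in CD JZL184 against CD VEH and 0.02 in CD JZL184 against WT VEH.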

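Among the genes that the paper called upregulated in CD VEH and downregulated after JZL184, 57 listed under regulation of vasculature development were tested. Their median log2 fold-change was 0.48 in CD VEH against WT VEH and -0.46 in CD JZL184 against CD VEH, and 54 were DEGs in both comparisons. The 41 genes under endothelial cell migration had medians of 0.46 and -0.43 (39 DEGs in both), and the 30 genes under blood vessel endothelial cell migration had medians of 0.48 and -0.42 (29 DEGs in both). These medians were 0.59, 0.59 and 0.58 in WT JZL184 against WT VEH.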

Enrichment analysis identified much more diverse GO biological processes than those observed on the set of DEGs upregulated after JZL184 treatment, but also included some GO biological processes linked to the cardiovascular system such as regulation of vasculature development, endothelial cell migration, and blood vessel endothelial cell migration (Figure 6d). We put together a set of relevant pathways associated to cardiac function and hypertrophy to assess in a targeted manner the implication in CD mice and the effect of JZL184 (Supplementary file 4). 

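Supplementary file 4 lists 119 genes of 8 pathways, and 115 of them passed the expression filter. The log2 fold-change in CD VEH against WT VEH had the sign that the paper gives for all 115, and 105 were DEGs by the adjustment over all tested genes (44 upregulated and 61 downregulated). Adjusted over the listed genes alone, 115 passed, but the list is made of the paper's own calls on these mice, so that number shows no stability. DEGs were found for 31 of 35 tested genes of cardiac conduction (23 downregulated), 21 of 22 of G protein mediated events (16 downregulated) and 18 of 20 of mTOR signalling (12 downregulated). They were found for 13 of 15 genes of striated muscle contraction (10 downregulated) and 15 of 15 of smooth muscle contraction (12 upregulated). The number of DEGs among these cardiac pathway genes fell to 61 with 1 mouse left out, the alternative that moved it the most. With the gene length offset it was 73.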

We observed many of the genes differentially expressed in CD mice related with these selected pathways. Surprisingly, the expression of most altered genes associated to cardiac function and hypertrophy in CD mice was reverted after JZL184 treatment and therefore could had a significant beneficial effect toward the pathological condition (Supplementary file 4). Moreover, when cardiovascular genes were only considered, the proportion of overlapping genes that reversed their expression as a result of treatment was higher than that described above: 79% of downregulated and 69% of upregulated in CD vehicle. Moreover, a concordance was observed in the direction and magnitude of the change in reverting cardiovascular genes (Pearson *R* = −0.9666, p value = 2.2e−16) (Figure 6e). 

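Of the 105 DEGs of Supplementary file 4, 82 were also DEGs in the opposite direction in CD JZL184 against CD VEH. They were 15 of 15 genes of smooth muscle contraction, 28 of 31 of cardiac conduction, 16 of 21 of G protein mediated events and 7 of 13 of striated muscle contraction. Myl9 (smooth muscle contraction) went from 10.2 ± 1.02 (SD, n = 2) CPM in WT VEH to 18.2 ± 2.26 (SD, n = 3) in CD VEH and 9.81 ± 0.711 (SD, n = 3) in CD JZL184 (log2 fold-change -0.89, SE 0.13, edgeR adjusted p = 0.00235). Prkab2, a subunit of AMPK, went from 66.1 ± 1.26 to 39.5 ± 4.96 and 58.5 ± 2.37 CPM (log2 fold-change 0.57, SE 0.09, edgeR adjusted p = 0.00235), and Gngt2 (G protein activation) from 7.77 ± 0.583 to 12.4 ± 0.965 and 7.43 ± 0.693 CPM (log2 fold-change -0.74, SE 0.10, edgeR adjusted p = 0.00201). Hmox1, of the inflammasome pathway, had 9.07, 8.38 and 32.4 CPM in the CD VEH mice and 5.26 ± 0.843 CPM in CD JZL184 (log2 fold-change -1.66, SE 0.47, edgeR adjusted p = 0.0193), and without CD VEH mouse E its log2 fold-change was -0.72. Dmd rose from 71.1 ± 5.82 to 99.3 ± 7.43 CPM (log2 fold-change 0.48, SE 0.15, edgeR adjusted p = 0.0299). Its edgeR and DESeq2 adjusted p ran from 0.00345 to 0.241 over the 14 alternatives, 5 of which did not call it. Ryr2, the cardiac calcium release channel, rose from 974 ± 164 to 1511 ± 170.0 CPM (log2 fold-change 0.63, SE 0.16, edgeR adjusted p = 0.0123, up to 0.0542 over the 14 alternatives), but was not a DEG in CD VEH against WT VEH (log2 fold-change -0.44, SE 0.18, edgeR adjusted p = 0.076). Acta1 did not revert, with 50.4 ± 21.9 (SD, n = 3) CPM in CD JZL184 (log2 fold-change 0.15, SE 0.33, edgeR adjusted p = 0.756), and the sign of this small difference changed when CD VEH mouse A or CD JZL184 mouse C was left out. Adcy1 had 6.22 ± 0.601, 2.44 ± 0.0897 and 3.10 ± 0.307 CPM in the same groups, and its rise after JZL184 was not past the threshold (log2 fold-change 0.35, SE 0.21, edgeR adjusted p = 0.204), except with only the compared groups in the model (edgeR adjusted p = 0.0321). In WT JZL184 against WT VEH, 80 of the 105 genes were DEGs in the direction of CD VEH, and 0 in the opposite direction.

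**Figure D2:**
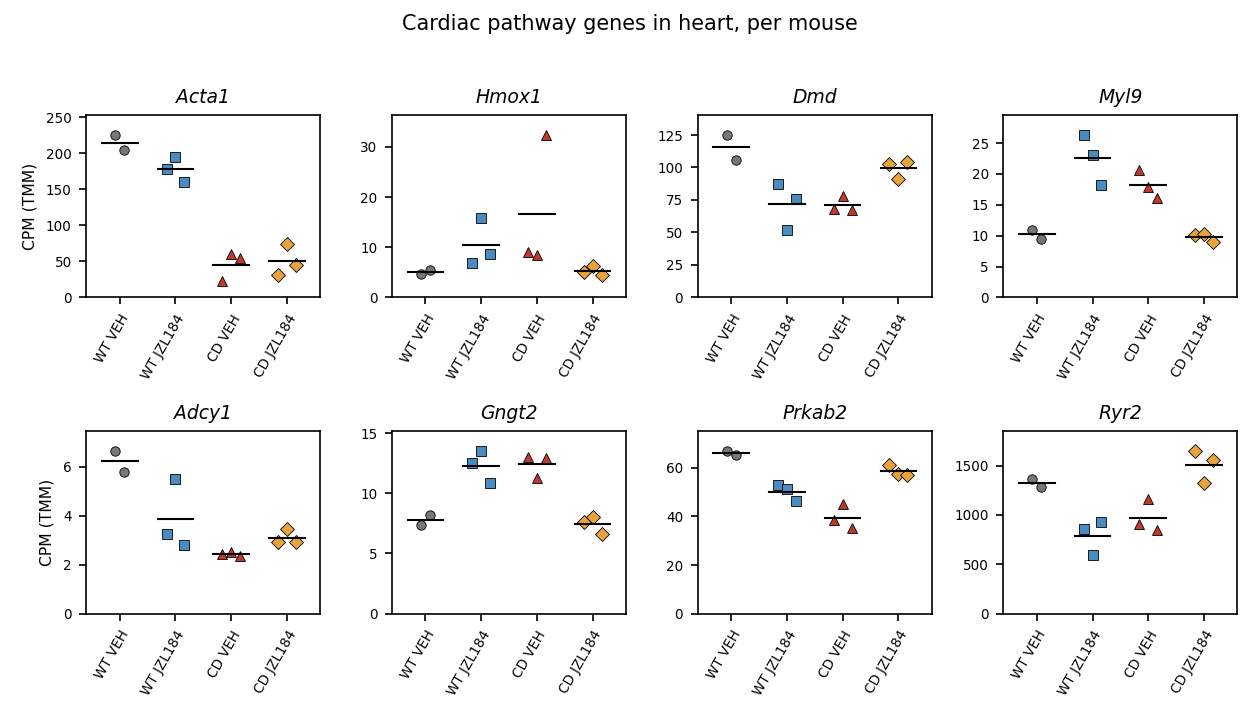
CPM (TMM-normalized) of Acta1, Hmox1, Dmd, Myl9, Adcy1, Gngt2, Prkab2 and Ryr2 in each heart, on linear axes that start at 0. Points are mice (WT VEH, n = 2; WT JZL184, n = 3; CD VEH, n = 3; CD JZL184, n = 3) and lines are group means. Acta1 stays low in both CD groups, and a single CD VEH mouse stands apart for Hmox1.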

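The paper's flag for cardiovascular genes was read from the part of the source data of Figure 6e that was used here, which holds 888 genes, 201 of them flagged as cardiovascular. Of the cardiovascular genes downregulated in CD VEH, 44 of 55 (80.0%, exact binomial 95% interval 67.0% to 89.6%) were upregulated after JZL184. Of those upregulated in CD VEH, 55 of 71 (77.5%, interval 66.0% to 86.5%) were downregulated. Among the genes of the same part without the flag, 167 of 212 (78.8%) and 185 of 248 (74.6%) reverted. The part is not the paper's full list, so the comparison holds for its genes only. The shares with and without the flag did not differ by more than sampling of genes allows (Fisher's exact test, two-sided, p = 1 for downregulated and p = 0.755 for upregulated genes), and genes are not independent replicates.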

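Across the 99 reverting cardiovascular genes, the log2 fold-changes of the 2 comparisons had a Pearson r of -0.978 and a slope of -0.905. Across all 2518 genes called in opposite directions, r was -0.969. No p-value is given, because genes of the same mice are not independent replicates, and genes selected for opposite calls have a negative r by selection. Without that selection, r was -0.822 over all 11319 tested genes and -0.910 over the 187 cardiovascular genes tested. Because the CD VEH mice enter both comparisons, r over all tested genes was also computed with 1 CD VEH mouse in the genotype comparison and the other two in the treatment comparison. It was -0.714, -0.555 and -0.742 with CD VEH mouse A, C and E in the genotype comparison.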

Overall, these data indicated that JZL184 treatment may restore the normal expression of genes relevant for cardiovascular function that were either down- or upregulated in CD mice.

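The WT JZL184 mice, which the paper includes in its PCA but not in these comparisons, were compared by the same test. In WT JZL184 against WT VEH, 3326 genes outside the WBS critical region were DEGs (1746 upregulated and 1580 downregulated). Of the genes that were down in CD VEH and up after JZL184, 1010 (77.5%) were downregulated by JZL184 in WT mice, and of those up in CD VEH and down after JZL184, 952 (78.4%) were upregulated. Across all tested genes, the log2 fold-changes of JZL184 in CD and in WT mice, which share no mouse, had a Pearson r of -0.805, whereas the shares of genes above rest on the same WT VEH mice in both comparisons. Myh11 (log2 fold-change 1.28, SE 0.21, edgeR adjusted p = 0.00297), Tagln (log2 fold-change 1.15, SE 0.21, edgeR adjusted p = 0.00407) and Myl9 (log2 fold-change 1.14, SE 0.15, edgeR adjusted p = 0.00135) rose the most by the rule that named Acta1, and Ttn (log2 fold-change -1.04, SE 0.30, edgeR adjusted p = 0.0239), Myh7 (log2 fold-change -0.98, SE 0.19, edgeR adjusted p = 0.00564) and Ppara (log2 fold-change -0.91, SE 0.12, edgeR adjusted p = 0.00128) fell the most. Ttn was not past the threshold with the gene length offset or without WT JZL184 mouse B. Its edgeR and DESeq2 adjusted p ran from 0.0164 to 0.0616 over the 11 alternatives. Myh7 had 261 and 160 CPM in WT VEH mice C and D. Its log2 fold-change was -0.59 without mouse C and -1.29 without mouse D. The mean log2 CPM of smooth muscle marker genes differed by 0.91 between WT JZL184 and WT VEH, and that of cardiomyocyte markers by -0.24. Neither set overlapped between the groups (exact permutation test, p = 0.2 for both, adjusted 0.371 over 13 sets). These gene changes may thus partly follow the mix of cells in the samples. From the opposite changes in CD mice before and after JZL184, the share of genes that reverted and the negative correlation of their fold-changes, the paper proposes that JZL184 restores the normal expression of cardiovascular genes altered in CD mice.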

**Figure 6.**
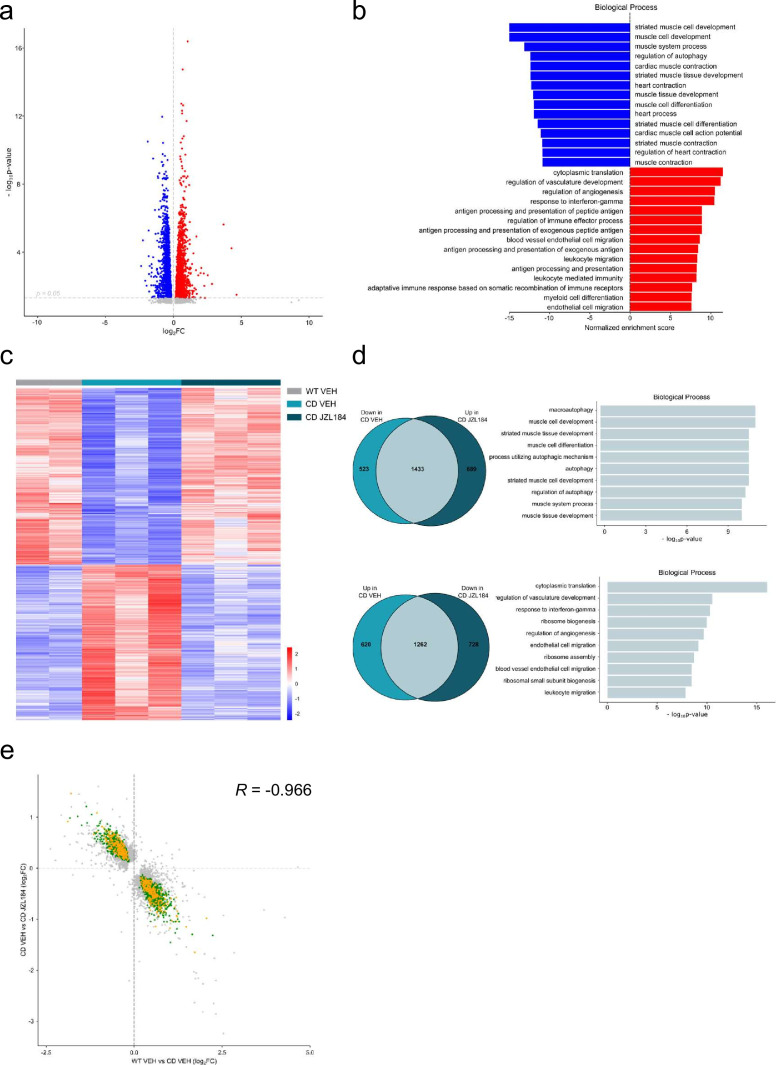
JZL184 treatment reversed alterations of the cardiac transcriptome observed in complete deletion (CD) mice. (**a**) Volcano plot of differentially expressed genes (p < 0.05 and |log_2_FC| > 0) between CD and WT mice. Red indicates relative increased expression and blue indicates relative decreased expression. (**b**) Gene ontology enrichment analysis for both up- and downregulated genes in CD mice compared with WT. Most significant biological processes terms are represented for each group. (**c**) Heatmap showing the relative mRNA expression level of genes that reverted their expression in CD mice treated for 10 days with JZL184 (8 mg/kg) and CD or WT littermates treated with vehicle. (**d**) Venn diagrams and gene ontology enrichment analysis of genes that showed opposite differential expression in CD mice after 10 days treatment with JZL184 (8 mg/kg) compared with CD mice treated with vehicle. (**e**) Correlation plot of differentially expressed genes in CD mice treated for 10 days with JZL184 (8 mg/kg) and CD or WT littermates treated with vehicle. In green, genes with opposite differential expression between conditions, in orange reverted genes associated with cardiovascular function, in gray genes with no change (WT VEH, *n* = 2; CD VEH, *n* = 3; CD JZL184, *n* = 3). Figure 6—source data 1.JZL184 treatment reverses cardiac transcriptional deficits of complete deletion (CD) mice.

**Figure 6—figure supplement 1.**
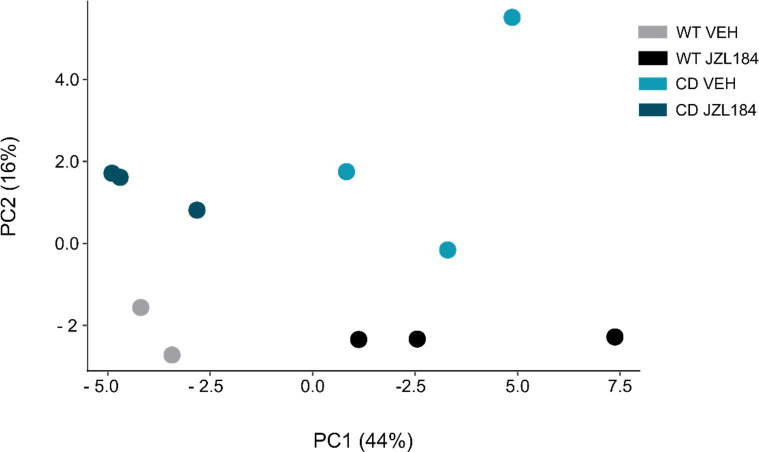
Principal component analysis (PCA). Principal component analysis (PCA) of sample-to-sample variation in gene expression (WT VEH, n=2; WT JZL184, n=3; CD VEH, n=3; CD JZL184, n=3). Figure 6—figure supplement 1—source data 1.Principal component analysis (PCA).

## Discussion

The results in this study show that the ECS can be used as a target to improve characteristic behavioral and cardiac phenotypes in a relevant mouse model for WBS.

We first assessed social behavior in CD mice using an approach that allowed us to assess both sociability and preference for social novelty. In line with previous findings (Segura-Puimedon et al., 2014), we observed a significant increase in the sociability of these mice compared to WT mice. This phenotype resembles the human condition in which WBS subjects show higher social motivation (Riby et al., 2013; Riby and Hancock, 2009). In addition, we described for the first time that CD mice did not show preference for social novelty. This lack of social novelty preference is dependent on social stimuli since CD mice assessed on object novelty behaved similar to WT mice, and reflect a lack of habituation of CD mice to the previously encountered stranger mouse (Segura-Puimedon et al., 2014). This trait is reminiscent of the lack of habituation to faces observed through electrodermal measures in WBS individuals, which may cause that social stimuli appear continuously novel and interesting (Järvinen et al., 2012). These results improved the characterization of the social behavior of CD mice as a significant model of WBS.

The analysis of the main components of the ECS revealed an increased density and functional coupling to G_i/o_ proteins of CB1R in specific brain regions. Changes in CB1R density in polymorphic and granular layers of dentate gyrus were not accompanied by a commensurate decrease in CB1R-mediated G_i/o_ protein activity suggesting a compensatory increase of CB1R function in these regions. Notably, density and functional coupling were increased in the amygdala, a region with major role in social behavior and where structural and functional abnormalities have been described in WBS patients (Meyer-Lindenberg et al., 2005; Muñoz et al., 2010; Capitão et al., 2011).

Subchronic administration of the compound JZL184 at 8 mg/kg reduced to WT levels the time that CD mice spent exploring a stranger mouse. In addition, CD-treated mice spent more time exploring an unfamiliar stranger mouse instead of a familiar one, which indicates a restoration of the preference for social novelty and, it may suggest an improvement in the lack of habituation to social stimuli of CD mice. The treatment did not have any effect over WT animals, revealing that the effects of JZL184 over social interactions were selective for the social phenotype of CD mice.

In the context of social behavior, previous results using JZL184 showed that a single systemic dose of this compound increased social play in juvenile rats (Manduca et al., 2016) and social interaction in a mouse model of ASD, Shank3B−/− (Folkes et al., 2020), and repeated social stress enhanced brain levels of 2-AG as well as decreased CB1R density (Tomas-Roig et al., 2016). We did not observe a major effect over social behavior after a single dose of JZL184 in CD mice suggesting that changes in CB1R density and signaling after chronic exposure may be determinants of the effect observed over social behavior in CD mice.

Together, we demonstrated that the subchronic administration of JZL184 at 8 mg/kg normalizes social abnormalities of CD mouse model that resemble the human condition. Atypical social functioning of WBS subjects predisposes to social vulnerability (Jawaid et al., 2012). In fact, WBS subjects have difficulties in peer interactions, maintaining friendships, and around 73% have experienced social isolation (Davies et al., 1998). In addition, they have an increased risk to suffer psychiatric conditions that are not associated to the IQ range or to language disability (Stinton et al., 2010) and seem related to the hypersocial phenotype (Riby et al., 2014; Ng-Cordell et al., 2018). Therefore, improvements in social functioning may have a beneficial effect over the quality of life of WBS subjects.

The treatment with the MAGL inhibitor JZL184 also restored short-term hippocampal-memory deficits of CD mice. In line with previous findings, our data also revealed that the JZL184 treatment did not have any effect over WT mice memory performance (Busquets-Garcia et al., 2011) and therefore, it is specific for the disorder context. Consequentially, our results on memory performance after JZL184 treatment could be further explored for cognitive restoration in the context of WBS.

As expected, we observed an increase in 2-AG brain levels resulting from JZL184 treatment for 10 consecutive days. In addition, we showed a decrease in CB1R density in the basolateral amygdala of CD mice. These results agree with previous studies that have pointed to a downregulation of CB1R in chronic JZL184-exposed animals (Llorente-Ovejero et al., 2018; Kinsey et al., 2013; Schlosburg et al., 2010). Moreover, we observed a normalization of functional coupling to G_i/o_ proteins of CB1R in the basolateral amygdala, the olfactory bulb and the *CA1 stratum radiatum* of CD mice. These results indicate that treatment with JZL184 is normalizing alterations in CB1R signaling in different key brain regions of CD mice, and that these may be mediating the beneficial effect of the treatment on social novelty and cognition.

Notably, treatment with JZL184 may have additional benefits in WBS since it proved to have positive effects on the cardiac phenotype of CD mice. CD animals present a cardiovascular phenotype with cardiac hypertrophy present from an early age and accompanied by a decrease in the ejection fraction. We observed a normalization of the heart weight/body weight ratio and left ventricular wall thickness and size of cardiomyocytes after treatment with JZL184, indicating an improvement in heart hypertrophy. Moreover, ejection fraction was also improved after JZL184 treatment. In addition, mild hypertension observed in CD mice was also reversed after JZL184 treatment. This could be of major clinical relevance, given that the cardiovascular phenotype is the most life-threatening complication of the disorder, and constitutes a relevant new potential therapeutic approach for cardiovascular disorders.

CB1R are predominantly located in the cardiovascular centers of the brainstem and hypothalamus but also in myocardium, postganglionic autonomic nerve terminals, and vascular endothelial and smooth muscle cells. Therefore, modulation of the ECS may have effects on the cardiovascular system by multiple mechanisms (Haspula and Clark, 2020). Both agonists and antagonists of CB1R have shown to be beneficial for cardiovascular function in mouse models of different conditions (Bátkai et al., 2004; Liao et al., 2013; Slavic et al., 2013) pointing that effects of the modulation of CB1R over cardiovascular systems seems to be highly dependent on the context (Haspula and Clark, 2020). Several studies have demonstrated that antihypertensive drugs are known to cause a regression of left ventricular hypertrophic phenotype (van Zwieten, 2000). Therefore, a decrease in blood pressure in CD mice may play a role in the normalization of the hypertrophic phenotype. In addition, we observed the upregulation of CB1R mRNA levels of heart homogenates of CD mice in comparison to WT mice, while normalized after JZL184 treatment, which could be related to the beneficial effect of the drug.

Our transcriptome analysis of the heart tissue revealed that expression of the majority of genes that were down- or upregulated in the CD mice, and were linked to cardiovascular function (including cardiac muscle contraction and development, and endothelial cell migration and vasculature development), were brought back to control levels after treatment with JZL184. 

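CD JZL184 was also compared with WT VEH directly. Outside the WBS critical region, 7 genes were DEGs in that comparison, and 1048 genes had an unadjusted p-value under 0.05. Of the 3426 DEGs of CD VEH against WT VEH, 6 were among those 7. Acta1 was not among them, at a log2 fold-change of -2.09 (SE 0.37, edgeR adjusted p = 0.0519). The number of DEGs rose to 91 with DESeq2, the alternative that moved it the most, and was 71 with only these 2 groups in the model. The 7 genes, named after their values were seen, were Trim50, Grk5, Slc16a7, Unc13b and Mpnd, which were higher in CD JZL184, and Tmod4 and 2310002L09Rik, which were lower. Trim50 lies 3251 bases past the end of the region. The 14 tested genes of the WBS critical region were DEGs in this comparison too.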

Of special significance was the genes deregulated in hypertrophic phenotypes, which were surprisingly responsive to the JZL184 treatment in the CD context. 

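The mean log2 CPM of a set of 5 genes that mark cardiac hypertrophy (Nppa, Nppb, Myh7, Acta1 and Ankrd1) was 7.97 ± 0.23 (SD, n = 2) in WT VEH, 6.87 ± 0.27 (SD, n = 3) in CD VEH and 7.13 ± 0.07 (SD, n = 3) in CD JZL184. The set was lower in CD VEH than in WT VEH by a difference of -1.09 (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 2 allow; 0.217 after Benjamini-Hochberg adjustment over 13 sets). The change after JZL184 was 0.25 (exact permutation p = 0.3, adjusted 0.487), which is less than the SD of the CD VEH mice. The difference between CD JZL184 and WT VEH was -0.84 (exact permutation p = 0.1, adjusted 0.487). WT JZL184 had 7.81 ± 0.23 (SD, n = 3), a difference of -0.15 from WT VEH (exact permutation p = 0.6, adjusted 0.7). CD JZL184 differed from WT JZL184 by -0.69 (exact permutation p = 0.1, adjusted 0.1625), so the set was lower in CD mice under both treatments. The paper reports heavier hearts for body weight in CD mice, and the lower set in CD VEH does not follow that measure. The members of the set did not move alike after JZL184. Myh7 ran from 78.2 to 121 CPM in CD VEH and from 153 to 175 CPM in CD JZL184, with 261 and 160 CPM in WT VEH. Acta1 overlapped, with 22.4 to 60.1 CPM in CD VEH and 31.3 to 74.3 CPM in CD JZL184. Of 4 other cardiac genes, Myh6 (log2 fold-change 0.45, SE 0.14, edgeR adjusted p = 0.0288), Actn2 (log2 fold-change 0.42, SE 0.10, edgeR adjusted p = 0.00937), Gata4 (log2 fold-change 0.33, SE 0.07, edgeR adjusted p = 0.00551) and Atp2a2 (log2 fold-change 0.50, SE 0.10, edgeR adjusted p = 0.00499) were upregulated in CD JZL184 against CD VEH. In CD VEH against WT VEH, their log2 fold-changes were -0.44, -0.46, -0.32 and -0.37, with edgeR adjusted p values of 0.0493, 0.0106, 0.0117 and 0.0286. Over the 11 alternatives, 6 did not call Myh6 there (edgeR adjusted p up to 0.144) and 4 did not call Atp2a2 (up to 0.0892), and after JZL184 6 of 14 did not call Myh6.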

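Among the genes that the paper called downregulated in CD VEH and upregulated after JZL184, the 49 genes listed under macroautophagy had a median log2 fold-change of -0.30 in CD VEH against WT VEH and 0.30 in CD JZL184 against CD VEH. The edgeR calls were opposite in both comparisons for 45 of them. For autophagy, 60 of 64 genes had such calls, with medians of -0.32 and 0.31, and for regulation of autophagy, 51 of 54 genes had them, with medians of -0.33 and 0.33. The same lists had medians of -0.26, -0.31 and -0.34 in WT JZL184 against WT VEH.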

We also found an enrichment of genes related to macroautophagy/autophagy in CD samples after JZL184 treatment. These biological processes have been previously associated with improved cardiac function after heart failure (Yamaguchi, 2019). We also found a decrease in expression of genes involved in translation and ribosomal function, which could be associated with reduced hypertrophy (Hannan et al., 2003). 

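The 34 genes that the paper lists under cytoplasmic translation had a median log2 fold-change of -0.45 in CD JZL184 against CD VEH, after 0.44 in CD VEH against WT VEH. The medians were -0.45 and 0.42 for the 52 tested genes of ribosome biogenesis and -0.48 and 0.44 for the 22 genes of ribosome assembly. All 34, 52 and 22 genes were DEGs in both directions. The Reactome pathway Translation is not among those of Supplementary file 4 and was added after seeing the data, as part of a wider family of 48 tests over 8 pathways and 3 comparisons. In it, 94 of 140 tested genes were downregulated in CD JZL184 against CD VEH (one-sided Fisher's exact test, adjusted p = 2.27e-38), 83 were upregulated in CD VEH against WT VEH (adjusted p = 1.97e-32) and 82 were upregulated in WT JZL184 against WT VEH (adjusted p = 1.04e-30). Genes of the same mice are not independent replicates, so these p-values describe the gene lists and not reproducibility over mice. Translation was not tested with the gene length offset. In the fifth of tested genes with the shortest transcripts, the median log2 fold-change was -0.17 in CD JZL184 against CD VEH, against 0.16 in the fifth with the longest.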

Further experiments may address the status of the different components of the ECS in the WBS context to better understand the mechanism of action of JZL184 over the cardiovascular system.

Additionally, other strategies of modulation such as inhibitors of CB1R activity could be worth assessing in CD mice, since one marked effect of repeated JZL184 was to desensitize CB1R in specific regions of the brain. Approaches with inhibitors could also help understand whether the effects of JZL184 are mainly due to the inhibition of CB1R function, or to other targets of enhanced 2-AG levels.

Taken together, the results of this study are of great importance given the few preclinical studies addressing potential treatments for WBS. In this regard, the modulation of the ECS may be an appropriate novel therapeutic strategy to tackle not only the social phenotype but also memory shortfalls and cardiovascular deficits in WBS.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*, male)	C57BL/6J	Charles Rivers, France	C57Bl/6J	Male
Genetic reagent (*Mus musculus*)	CD	University Pompeu Fabra		(C57BL/6J background, male)
Chemical compound, drug	JZL184	Abcam	ab141592	
Chemical compound, drug	Dimethyl sulfoxide	Scharlau Chemie	SU01531000	
Chemical compound, drug	Polyethylene glycol 400	AppliChem	142436.1611	
Chemical compound, drug	Tween-80	Sigma-Aldrich	P1754	
Chemical compound, drug	0.9%, NaCl physiological saline	Laboratorios Ern	Vitulia	
Chemical compound, drug	Ketamidor	Richter pharma	K1NAI027	
Chemical compound, drug	Xylazine hydrochloride	Sigma-Aldrich	X1251	
Biological sample (*Equus asinus*)	Normal donkey serum	Sigma-Aldrich	D9663-10ML	3% in PBS with 0.3% Triton X-100
Antibody	Anti-CB1R (rabbit polyclonal)	Immunogenes		1:1000 immunofluorescence
Antibody	Anti-CB1R (rabbit polyclonal)	Frontier science	CB1-Rb-Af380-1	1:500 western blot
Antibody	Anti-NeuN (mouse monoclonal)	Merck Millipore	MAB377	1:1000
Antibody	Anti-rabbit IgG (H+L)-AlexaFluor-555 (donkey polyclonal)	Thermo Fisher Scientific	A-31572	1:1000
Antibody	Anti-mouse IgG (H+L)-AlexaFluor-488 (goat polyclonal)	Jackson ImmunoResearch	115-545-003	1:1000
Commercial assay, kit	Immobilon Forte Western HRP Substrate	Merck Millipore	WBLUF0500	
Commercial assay, kit	Nucleospin RNA isolation kit	Macherey-Nagel	740955-250	
Commercial assay, kit	SuperScript III enzyme	Invitrogen	12574-026	
Commercial assay, kit	SybrGreen master mix	Thermo Fisher	4309155	
Sequence-based reagent	Primers *Cnr1* (CB1R) (forward)	Sigma-Aldrich		5′-CCTGGGAAGTGTCATCTTTGT-3′
Sequence-based reagent	Primers *Cnr1* (CB1R) (reverse)	Sigma-Aldrich		5′-GGTAACCCCACCCAGTTTGA-3′
Sequence-based reagent	Primers *Gapdh* (GAPDH) (forward)	Sigma-Aldrich		5′-TGTCGTGGAGTCTACTGGTGTCTT-3′
Sequence-based reagent	Primers *Gapdh* (GAPDH) (reverse)	Sigma-Aldrich		5′-TGGCTCCACCCTTCAAGTG-3′
Sequence-based reagent	Primers *Hprt1 (HPRT*) (forward)	Sigma-Aldrich		5′-AAGCTTGCTGGTGAAAAGGA-3′
Sequence-based reagent	Primers *Hprt1 (HPRT*) (reverse)	Sigma-Aldrich		5′-TTGCGCTCATCTTAGGCTTT-3′
Chemical compound, drug	DAPI Fluoromount-G mounting media	Thermo Fisher Scientific	00-4959-52	
Software, algorithm	GraphPad Prism 7	GraphPad Software, Inc	RRID:SCR_002798	
Software, algorithm	STATISTICA 6.0	StatSoft, USA	RRID:SCR_014213	
Software, algorithm	Smart 3.0 videotracking software	Panlab	RRID:SCR_002852	
Software, algorithm	ImageJ	National Institutes of Health, Bethesda, Maryland, USA	RRID:SCR_003070	
Software, algorithm	The Quantity One software v4.6.3	Bio-Rad	RRID:SCR_014280	
Software, algorithm	Salmon	PMID:28263959	RRID:SCR_017036	v0.7.2
Software, algorithm	R	https://www.R-project.org/	RRID:SCR_001905	v3.6.3
Software, algorithm	tximport	PMID:26925227	RRID:SCR_016752	v1.2.0
Software, algorithm	DESeq2	PMID:25516281	RRID:SCR_015687	v1.26.0
Software, algorithm	clusterProfiler	PMID:22455463	RRID:SCR_016884	v3.14.3
Chemical compound, drug	SR141716A	Tocris	158681-13-1	
Chemical compound, drug	SR144528	Tocris	192703-06-3	
Chemical compound, drug	CP55,940	Tocris	83002-04-4	
Chemical compound, drug	WIN55,212–2	Sigma-Aldrich	131543-23-2	
Chemical compound, drug	Tris–HCl	Sigma-Aldrich	1185-53-1	
Chemical compound, drug	BSA	Sigma-Aldrich	9048-46-8	
Chemical compound, drug	HEPES	Sigma-Aldrich	7365-45-9	
Chemical compound, drug	NaCl	Sigma-Aldrich	7647-14-5	
Chemical compound, drug	MgCl_2_	Sigma-Aldrich	7791-18-6	
Chemical compound, drug	EGTA	Sigma-Aldrich	13368-13-3	
Chemical compound, drug	GDP	Sigma-Aldrich	43139-22-6	
Chemical compound, drug	DTT	Sigma-Aldrich	3483-12-3	
Chemical compound, drug	GTPγS	Sigma-Aldrich	10220647001	
Chemical compound, drug	[^3^H]CP55,940	PerkinElmer	NET1051250UC	
Chemical compound, drug	[^35^S]GTPγS	PerkinElmer	NEG030H250UC	
Other	β-Radiation sensitive film	Sigma-Aldrich	F5263-50EA	See autoradiography methodology

### Animals

CD mice were obtained as previously described (Segura-Puimedon et al., 2014) and maintained on C57BL/6J background (backcrossed for nine generations). WT littermates were used as controls. Male mice aged between 8 and 16 weeks were used for experiments and groups were balanced by age. In order to test social behavior juvenile (4 weeks old) male C57BL/6J mice were used as stranger mice.

Mice were housed in controlled environmental conditions (21 ± 1°C temperature and 55 ± 10% humidity) and food and water were available ad libitum. All the experiments were performed during the light phase of a 12 hr light/dark cycle (light on at 8 am; light off at 8 pm). Mice were habituated to the experimental room and handled for 1 week before starting the experiments. All behavioral experiments were conducted by an observer blind to the experimental conditions.

### Drug treatment

JZL184 (Abcam) was diluted in 15% dimethyl sulfoxide (Scharlau Chemie), 4.25% polyethylene glycol 400 (AppliChem), 4.25% Tween-80 (Sigma-Aldrich), and 76.5% saline. JZL184 was injected in a volume of 5 ml/kg of body weight, respectively. Drugs were administered daily by i.p. injection 2 hr prior behavioral testing.

### Behavioral tests

#### Sociability and preference for social novelty

Social behavior was performed in the V-social-maze (30 cm long × 4.5 cm wide × 15 cm height each corridor) as previously described (Martínez-Torres et al., 2019). Briefly, the protocol consists of three phases: habituation (Phase I), sociability (Phase II), and preference for social novelty (Phase III). First, experimental mice were introduced into the central part of the V-maze where they freely explored the two empty chambers at the end of the corridors. This measurement is important to discard a possible bias for one particular chamber and it informs about the baseline activity of the mouse in the maze. Then, during the sociability phase an unfamiliar juvenile mouse assigned as stranger 1, was placed in one of the chambers (both sides were alternated during the experiments). The experimental mouse was allowed to explore both compartments for 5 min. The experimenter recorded the time that the experimental mouse spent exploring the empty chamber or the stranger 1. Finally, the preference for social novelty phase was performed just after the sociability session. A second novel juvenile mouse, assigned as stranger 2, was placed inside the previously empty chamber, while the stranger 1 remained inside the same chamber as in Phase II. For 5 min, the experimental animal was allowed to explore the two strangers and the time spent exploring each stranger was recorded.

The procedure was performed in a sound-attenuated room with dim illumination 5–10 lux. A digital camera on top of the maze was used to record the sessions. Social exploration was considered when the experimental mouse directed the nose in close proximity (1 cm) to the vertical bars of the chambers. Mice that explored <10 s both mice were excluded from the analysis.

Acute treatment and last administration of the subchronic treatment (10 days) of JZL184 were performed 2 hr before the V-social-maze test.

In order to assess the exploratory behavior toward objects in the same setting, the same procedure was performed using objects instead of juvenile stranger mice.

### Locomotor activity

After 9 days of treatment with vehicle or JZL184, locomotor activity was assessed 2 hr after the last administration. Spontaneous locomotor responses were assessed for 30 min by using individual locomotor activity boxes (9 cm width × 20 cm length × 11 cm high, Imetronic) in a low luminosity environment (5 lux). The total activity (number of horizontal movements) was detected by a line of photocells located 2 cm above the floor.

### Novel object-recognition test

The NORT was performed as described before (Puighermanal et al., 2009) in a V-shaped maze (V-maze). On day 1, mice were habituated to the empty V-maze for 9 min (habituation phase). On day 2, two identical objects (familiar objects) were presented at the end of each corridor of the V-maze and mice were left to explore for 9 min before they were returned to their home cage (familiarization phase). After 10 min for short-term memory, or 24 hr for long-term memory, mice were placed back in the V-maze where one of the familiar objects was replaced by a new object (novel object) in order to assess memory performance (test phase). The time spent exploring each of the objects (familiar and novel) during the test session was computed to calculate a discrimination index (DI = (TIMEnovel − TIMEfamiliar)/(TIMEnovel + TIMEfamiliar)), defining exploration as the orientation of the nose toward the object within 2 cm from the object and with their nose facing it. A higher discrimination index is considered to reflect greater memory retention for the familiar object. Drug administration was performed 2 hr before the habituation and the training phases the 6th and 7th day of the subchronic treatment, respectively.

### Elevated plus maze

The elevated plus maze was performed to measure anxiety-like behavior as previously described (Escudero-Lara et al., 2020). The test consisted of a black Plexiglas apparatus with four arms (29 cm long × 5 cm wide), two closed arms with walls (20 cm high) and two open arms, set in cross from a neutral central square (5 × 5 cm) elevated 40 cm above the floor. Light intensity in the open and closed arms was 45 and 5 luxes, respectively. Mice were placed in the central square facing one of the open arms and tested for 5 min. The percentage of time spent in the open arms was determined as a measure of anxiety. The total entries in both arms were measured as a control for locomotion. Animals that exit the maze during exploration were excluded. Drug administration was performed 2 hr before the task on the 10th day of the subchronic treatment.

### Context fear conditioning

Context recognition memory was assayed in a conditioning chamber with an electrifiable floor, as previously described (Gomis-González et al., 2021). On training phase, mice were placed in the shuttle box, and after a period of free exploration, mice received a footshock (unconditioned stimulus [US]: 2 s, 0.35-mA intensity). Freezing behavior (lack of movement except for respiration) due to context reexposure was assessed in the same conditioning chamber 24 hr after the conditioning session. For testing, mice were placed again in the conditioning chamber for 5 min in the absence of the shock and the freezing behavior was manually counted.

### Barnes maze

Spatial learning and reference memory were assessed using the Barnes maze, as previously described (Gomis-González et al., 2021). The maze consists of a circular platform (90 cm in diameter) with 20 equally spaced holes through which mice may escape from a bright light (300 lx). Only one hole allows the escape to a dark/target box. Visual cues were placed surrounding the maze for navigational reference. Smart v3.0 software was used to control the video-tracking system. Briefly, mice were first habituated to the maze. In this phase, animals were placed in the center of the maze covered by an opaque cylinder for 10 s. After removal of the opaque cylinder, mice were gently guided to the target hole by surrounding them within a cylinder with transparent walls so mice could see where the scape hole was located. Then, they were left inside the target box for 2 min and then taken to the home cage. One hour later, the first training phase was carried out. During training, each mouse performed two trials per day on 4 consecutive days. Each training trial started with the mouse placed in the center of the Barnes maze covered by an opaque cylinder for 10 s. Then, animals were allowed to explore the maze for 3 min. During this period, the primary latency to find the target hole was measured. Each training trial ended when the mouse entered the target box or after 3 min of exploration. The mouse was allowed to stay in the target box for 1 min. When mice did not reach the target box within 3 min, the experimenter guided the mouse gently to the escape box using a transparent cylinder. On day 5, the test trial was conducted 24 hr after the last training day. During the test trial, the target hole was closed. Animals were placed in the center of the maze covered by an opaque cylinder for 10 s. Next, exploration was analyzed during 90 s to reveal the number of pokes in each hole. Using the tracking system, the time spent in each quadrant (target, opposite, left, and right quadrants) were measured.

### Endocannabinoid quantification by liquid chromatography–tandem mass spectrometry

The following *N*-acylethanolamines and 2-monoacylglycerols were quantified: AEA, DEA, DHEA, 2-AG, 2-LG, and 2-OG. Its quantification was performed as described in Navarro-Romero et al., 2019. Briefly, half whole brains (231.4 ± 20.38 mg) (mean ± standard deviation [SD]) of mice were homogenized with 700 μl of 50 mM Tris–HCl buffer (pH 7.4):methanol (1:1) containing 25 μl of a mix of deuterated internal standards (5 ng/ml AEA-d4, 5 ng/ml DHEA-d4, 5 μg/ml 2-AG-d5, and 10 μg/ml 2-OG-d5) dissolved in acetonitrile. Afterwards, 5 ml of chloroform was added, and samples were shacked for 20 min and centrifuged at 1700 × *g* over 5 min at room temperature. Lower organic phase was evaporated under a stream of nitrogen, reconstituted in 100 μl of a mixture water:acetonitrile (10:90, vol/vol) with 0.1% formic acid (vol/vol) and transferred to microvials for liquid chromatography analysis.

An Agilent 6410 triple quadrupole Liquid-Chromatograph equipped with a 1200 series binary pump, a column oven and a cooled autosampler (4°C) were used to separate endocannabinoids. Chromatographic separation was carried out with a Waters C18-CSH column (3.1 × 100 mm, 1.8 μm particle size). The composition of the mobile phase was: A: 0.1% (vol/vol) formic acid in water; B: 0.1% (vol/vol) formic acid in acetonitrile. Gradient chromatography was used to separate endocannabinoids and related compounds and the ion source was operated in the positive electrospray mode. The selective reaction monitoring mode was used for the analysis. Quantification was done by isotope dilution with the response of the deuterated internal standards.

### Cannabinoid receptor autoradiography

Five fresh consecutive sections from brain of CD and WT mice were dried and submerged in 50 mM Tris–HCl buffer containing 1% of bovine serum albumin (BSA) (pH 7.4) for 30 min at room temperature, followed by incubation in the same buffer in the presence of the CB1R/CB2R radioligand, [^3^H]CP55,940 (3 nM) for 2 hr at 37°C. Nonspecific binding was measured by competition with nonlabeled CP55,940 (10 µM) in another consecutive slice. The CB1R antagonist, SR141716A (1 µM) and the CB2R antagonist, SR144528 (1 µM), were used together with [^3^H]CP55,940 in two consecutive slices to check the CB1R- or CB2R-binding specificity. Then, sections were washed in ice-cold (4°C) 50 mM Tris–HCl buffer supplemented with 1% BSA (pH 7.4) to stop the binding, followed by dipping in distilled ice-cold water and drying (4°C). Autoradiograms were generated by exposure of the tissues for 21 days at 4°C to β-radiation sensitive film together with [^3^H]-microscales used to calibrate the optical densities to fmol/mg tissue equivalent (fmol/mg t.e.).

### Labeling of activated G_i/o_ proteins by [^35^S]GTPγS-binding assay

Brain samples from WT and CD mice were fresh frozen, cut into 20 µm sections, mounted onto gelatin-coated slides and stored (−25 °C) until used. Six fresh consecutive sections from each mouse were dried, followed by two consecutive incubations in HEPES-based buffer (50 mM HEPES, 100 mM NaCl, 3 mM MgCl_2_, 0.2 mM EGTA, and 1% BSA, pH 7.4) for 30 min at 30°C. Briefly, sections were incubated for 2 hr at 30°C in the same buffer supplemented with 2 mM GDP, 1 mM DTT, and 0.04 nM [^35^S]GTPγS (PerkinElmer). The [^35^S]GTPγS basal binding was determined in two consecutive sections in the absence of agonist. The agonist-stimulated binding was determined in a consecutive brain section in the same reaction buffer in the presence of the CB1R/CB2R agonist, WIN55,212–2 (10 µM). The CB1R antagonist, SR141716A (1 µM) and the CB2R antagonist, SR144528 (1 µM), were used together with the agonist in two consecutive slices to check the specificity of the CB1R or CB2R functionality. Nonspecific binding was defined by competition with cold GTPγS (10 µM) in another section. Then, sections were washed twice in cold (4°C) 50 mM HEPES buffer (pH 7.4), dried, and exposed to β-radiation sensitive film with a set of [^14^C] standards (American Radiolabelled Chemicals). After 48 hr, the films were developed, scanned, and quantified by transforming optical densities into nCi/g tissue equivalence units using a calibration curve defined by the known values of the [^14^C] standards (ImageJ). Nonspecific binding values were subtracted from both agonist- and basal-stimulated conditions. The percentages of agonist-evoked stimulation were calculated from both the net basal and net agonist-stimulated [^35^S]GTPγS-binding densities according to the following formula: ([^35^S]GTPγS agonist-stimulated binding × 100/ [^35^S]GTPγS basal binding) − 100.

### Tissue preparation for immunofluorescence

Immediately after social behavior assessment, a group of mice were deeply anesthetized by intraperitoneal injection of ketamine (100 mg/kg) and xylazine (20 mg/kg) mixture in a volume of 0.2 ml/10 g of body weight. Subsequently, mice were intracardially perfused with 4% paraformaldehyde in 0.1 M Na_2_HPO_4_/0.1 M NaH_2_PO_4_ buffer (PB), pH 7.5, delivered with a peristaltic pump at 19 ml/min flow for 3 min.

Afterwards, brains were extracted and postfixed in the same solution for 24 hr and transferred to a solution of 30% sucrose in PB overnight at 4°C. Coronal frozen sections (30 μm) of the basolateral amygdala (from Bregma: −1.22 to −1.82 mm) were obtained on a freezing microtome and stored in a solution of 5% sucrose at 4°C until used.

### Brain immunofluorescence and image analysis

Free-floating brain slices were rinsed in PB 0.1 M three times during 5 min with PB. Subsequently, brain slices were blocked in a solution containing 3% donkey serum (DS) (D9663, Sigma-Aldrich) and 0.3% Triton X-100 (T) in PB (DS-TPB) at room temperature for 2 hr, and incubated overnight in the same solution with the primary antibody to CB1R (1:1000, rabbit, Immunogenes) and neuronal nuclei (NeuN) (1:1000, mouse, MAB377, Merck Millipore), at 4°C. The next day, after three rinses in PB of 10 min each, sections were incubated at room temperature with the secondary antibody AlexaFluor-555 donkey anti-rabbit (for CB1R) (1:1000, A-31572, Life Technologies, Thermo Fisher Scientific) and secondary antibody AlexaFluor-488 goat anti-mouse (for NeuN) (1:1000, 115-545-003, Jackson ImmunoResearch) in DS-T-PB for 2 hr. After incubation, sections were rinsed three times for 10 min each and mounted immediately after onto glass slides coated with gelatin in Fluoromont-G with DAPI (00-4959-52, Invitrogen, Thermo Fisher Scientific) as counterstaining.

Immunostained brain sections were analyzed with a ×10 objective using a Leica DMR microscope (Leica Microsystems) equipped with a digital camera Leica DFC 300 FX (Leica Microsystems). The delimitation of basolateral amygdala area in each image was manually determined for quantification. The images were processed using the ImageJ analysis software. The mean intensity of the determined region was quantified using the automatic ‘measure’ option of ImageJ. Two to four representative images for each animal were quantified, and the average intensity of CB1R and the density of Dapi and NeuN + cells (cells/mm^2^) was calculated for each mouse. The data are expressed as a percentage of the control group (WT VEH). The displayed images for CB1R were flipped for orientation consistency, adjusted for brightness and contrast and transformed to gray scale for display.

### Protein sample preparation

Immediately after social behavior assessment, amygdala and cardiac tissues were dissected from another group of mice. Tissues were frozen on dry ice and stored at −80°C until used, as previously reported. Samples from all animal groups, in each experiment, were processed in parallel to minimize interassay variations. The preparation of amygdala samples for total solubilized fraction was performed as previously described (Gomis-González et al., 2021). Frozen brain areas were dounce-homogenized in 30 volumes of lysis buffer (50 mM Tris–HCl pH 7.4, 150 mM NaCl, 10% glycerol, 1 mM EDTA, 10 μg/ml fluoride, 5 mM sodium pyrophosphate, and 40 mM beta-glycerolphosphate) plus 1% Triton X-100. After 10 min incubation at 4°C, samples were centrifuged at 16,000 × *g* for 20 min to remove insoluble debris. Protein contents in the supernatants were determined by DC-micro plate assay (Bio-Rad, Madrid, Spain), following the manufacturer’s instructions.

### Immunoblot analysis

Anti-CB1R (1:500, rabbit, CB1-Rb-Af380-1, Frontier science) were detected using horseradish peroxidase-conjugated anti-rabbit antibody (1:15,000, Cell Signaling Technologies) and visualized by enhanced chemiluminescence detection (Immobilon Forte Western HRP substrate, Merck Millipore). Digital images were acquired on ChemiDoc XRS System (Bio-Rad) and quantified by The Quantity One software v4.6.3 (Bio-Rad). Optical density values for target proteins were normalized to Ponceau staining of the nitrocellulose membrane as loading control, and expressed as a percentage of control group (VEH-treated mice).

### Cardiac real-time qPCR

Animals were euthanized by cervical dislocation, and immediately after, the chest cavity was opened and hearts were excised. Afterwards, they were washed in phosphate-buffered saline and atria and large vessels were removed. Ventricles were cut in small pieces, snap frozen in liquid nitrogen and kept at −80°C until use.

Frozen tissue was minced in lysis buffer from the RNA isolation kit using a homogenizer (Polytron PT2500 E) and RNA was extracted in 60 µl of RNAse-free water with the Nucleospin kit (Macherey-Nagel, #740955-250). Following extraction, 50 µg of RNA were retrotranscribed into cDNA with the SuperScript III enzyme (Invitrogen, #12574-026). CB1 gene expression was measured in a real-time quantitative PCR machine (QuantStudio 12K Flex) using the SybrGreen master mix (Thermo Fisher, #4309155) and the following predesigned gene-specific primers *Cnr1* (CB1R) (forward: CCTGGGAAGTGTCATCTTTGT, reverse: GGTAACCCCACCCAGTTTGA), *Gapdh* (GAPDH) (forward: TGTCGTGGAGTCTACTGGTGTCTT, reverse: TGGCTCCACCCTTCAAGTG), and *Hprt1* (HPRT) (forward: AAGCTTGCTGGTGAAAAGGA, reverse: TTGCGCTCATCTTAGGCTTT) were the endogenous controls used for normalization. Each sample was determined in triplicate using 5 ng of cDNA per run.

### Echocardiogram

Echocardiograms were performed 2 hr after the last administration of JZL184 subchronic treatment (10 days). Studies were carried out under general anaesthesia with isoflurane (2%) using a Vivid IQ and a rodent-specific L8-18i-D Linear Array 5–15 MHz probe (General Electric Healthcare, Horten, Norway). Mice were placed in supine position on a continuously warmed platform to maintain body temperature, and all four limbs were fixed. Ultrasound gel was applied on the left hemithorax and hearts were imaged in parasternal short-axis projections. M-mode echocardiograms of the midventricle were recorded at the level of the papillary muscles. The left ventricular end-diastolic (LVDD) and end-systolic (LVSD) internal diameters were measured in the M-mode recordings and were computed by the Teichholz formula into volumes as follows: LVDV = 7*LVDD³/2.4 (where LVDV means LV end-diastolic volume) and LVSV = 7*LVSD³/2.4 + LVSD (where LVSV means LV end-systolic volume). LVEF was subsequently calculated as follows: LVEF = ((LVDV − LVSV)/LVDV) × 100 and used as surrogate for LV systolic function as proposed by the American Society of Echocardiography (Mitchell et al., 2019). The average of three consecutive cardiac cycles was used for each measurement, with the operator being blinded to the group assignment.

### Heart histology and image analysis

Immediately after echocardiograms, mice were intracardially perfused as described before. Afterwards, hearts were paraffin embedded and serial transverse sections (8 µm) were collected on a glass slide. Sections were stained with a regular hematoxylin–eosin (H&E) protocol. Images of H&E-stained heart samples were obtained using visible light with an Olympus DP71 camera attached to an Olympus MVX10 MacroView Upright Microscope (zoom factor 1.25). The percentage of muscle was calculated by subtracting the lumen area from the total area occupied by the heart and indexing to the total area. Measures were performed with ImageJ software.

### Cardiomyocyte analysis

To evaluate cellular hypertrophy, random photomicrographs of each H&E-stained heart section were taken using a Leica DM 6000B microscope coupled with a Hamamatsu ORCA-ER C4742-80 camera. Left ventricle CSA was measured by delimitating the outer diameter of the cardiomyocytes’ transverse section. At least 20–30 cells per slide were measured using the ImageJ software. All images were taken and measured blinded.

### Blood pressure assessment

Systolic, mean, and diastolic blood pressure were measured in conscious mice on three separate occasions by using a tail cuff system (Non-Invasive Blood Pressure System, PanLab), while holding the mice in a black box on a heated stage. In order to improve measurement consistency, multiple sessions were performed to train each mouse. At least 9 readings (3 per session) were made for each mouse.

### RNA-seq analysis

Total RNA from heart was extracted following the standard protocol using TRIZOL reagent (Invitrogen) according to the manufacturer’s instructions. RNA-seq libraries were generated for Illumina sequencing with a HiSeq3000 instrument. The RNA-seq datasets were deposited on the Gene Expression Omnibus (GEO) and made publicly available through the accession GSE164257.

Transcript abundances in Transcripts Per Million (TPM) were quantified with Salmon 0.7.2 using the Ensembl annotation GRCm38 v85. Read counts for genes were obtained from Salmon quantification with tximport (v 1.2.0) R package (Soneson et al., 2015) and genes with less than 1 logCPM were filtered out. For the differential expression analysis, the count matrix was used with DESeq2 (v 1.26.0) Bioconductor package (Love et al., 2014) as input directly from the tximport package. DESeq2 was used to estimate fold-changes and p values for each gene between conditions and p values were corrected using the Wald test procedure. The DEGs were selected based on a |log_2_ fold-change| > 0 and adjusted p value <0.05. Functional analysis was performed to examine the biological processes of the DEGs with clusterProfiler (v 3.14.3) Bioconductor package (Yu et al., 2012) Benjamini–Hochberg test was used to adjust the enrichment p value for the GO terms in each defined gene set using the expressed genes as background. Enriched GO terms were determined based on adjusted p value <0.05. Cardiovascular genes were selected from those genes with a described GO biological process term related with cardiovascular function.

For cardiac-related process analysis, we first used all genes in WT and CD treated that were statistically significant differentially expressed (p < 0.05 and |log2FC| > 0). We searched in REACTOME database for pathways directly implicated in cardiac processes and crossed the results with this DEG list. Then, for those genes from CD and WT mice that appear in the selected pathways, we look if there is a change in their fold-change in the comparison of CD mice treated for 10 days with JZL184 (8 mg/kg) or vehicle. Only the fold-change of those genes that were significant differentially expressed were shown.

### Statistics

Mice were randomly assigned to experimental groups. Sample size choice was based on previous studies (Navarro-Romero et al., 2019; Busquets-Garcia et al., 2013) and it is listed in figure legends for each experiment. Data were analyzed with Statistica Software and GraphPad Prism 7 using unpaired Student’s *t*-test and two-way analysis of variance (ANOVA) for multiple comparisons. Social interaction was analyzed by repeated measures ANOVA with maze/genotype/treatment as between-subject factor and compartment as within-subject factor. Subsequent post hoc analysis (Newman–Keuls) was used when required (significant effect of factors or interaction between factors). Comparisons were considered statistically significant when p < 0.05. Outliers (±2 SD from the mean) were excluded. The artwork was designed using GraphPad Prism 7. All results were expressed as mean ± standard error of the mean.

### Ethics

All animal procedures were conducted following ARRIVE (Animals in Research: Reporting In Vivo Experiments) guidelines (Kilkenny et al., 2010) and standard ethical guidelines (European Union Directive 2010/63/EU) and approved by the local ethical committee (Comitè Ètic d'Experimentació Animal-Parc de Recerca Biomèdica de Barcelona, CEEA-PRBB).

## Data Availability

Behavioral, biochemical, immunohistochemical, echocardiography, and in situ radioligand binding data generated are available as Source data. Sequencing data have been deposited in GEO under accession code GSE164257. To review GEO accession GSE164257 associated with our submission: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164257. The following dataset was generated: Navarro-RomeroA Galera-LópezL Ortiz-RomeroP Reixachs-SoléM de los Reyes-RamírezL EyrasE CampuzanoV OzaitaA 2021JZL184 treatment restores neurological and cardiac phenotypes of a mouse model of Williams-Beuren syndromeNCBI Gene Expression OmnibusGSE164257

# Supplementary material for: Cannabinoid signaling modulation through JZL184 restores key phenotypes of a mouse model for Williams–Beuren syndrome
**Source:** eLife. 2022 Oct 11;11:e72560. doi: 10.7554/eLife.72560

Figure 4-figure supplement 1- source data 2

CB1R

Name of the file: "WBS\_AMG\_VEH VS JZL\_CB1 v2"

Gel A

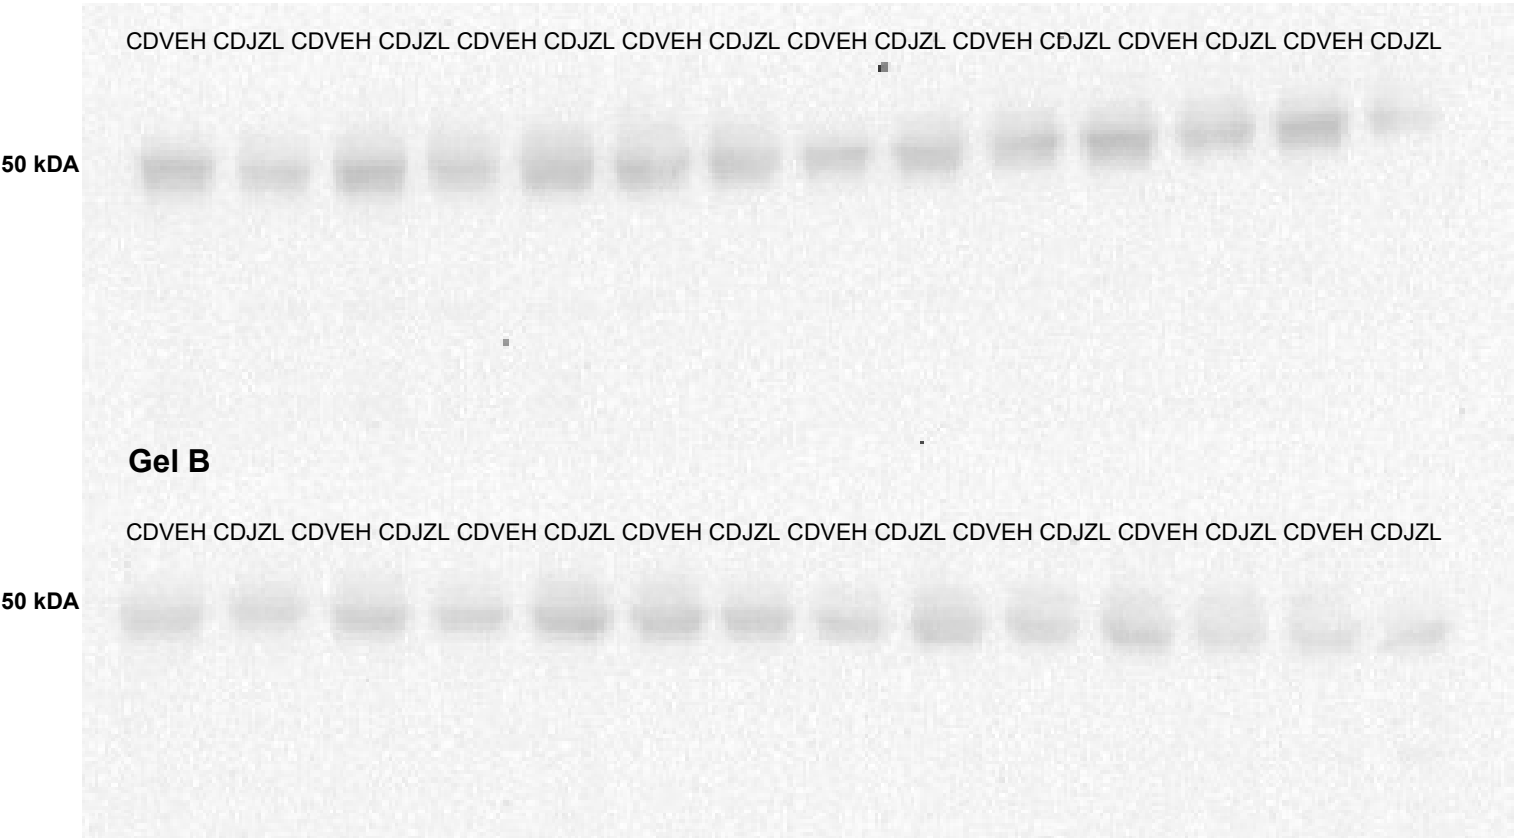

Gel B

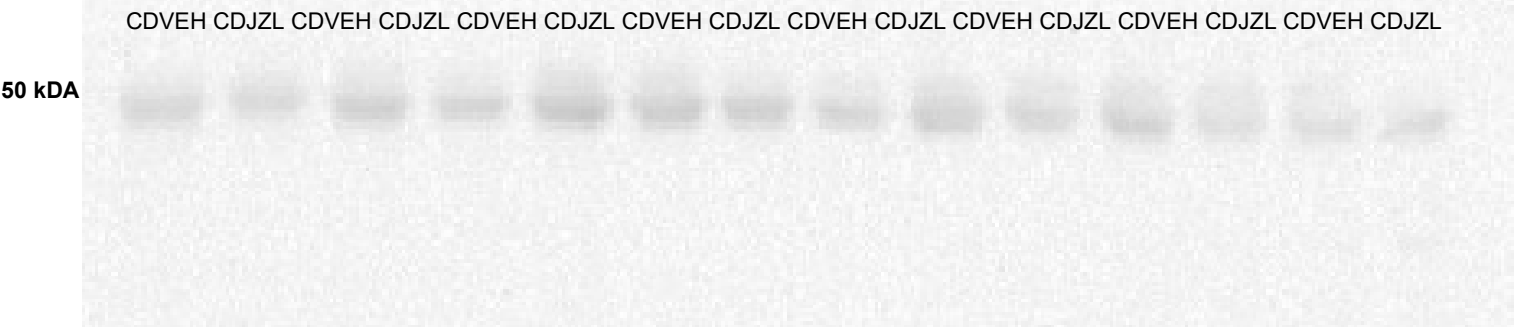

Ponceau

Name of the file: "ponceubaix2"

CDVEH CDJZL CDVEH CDJZL

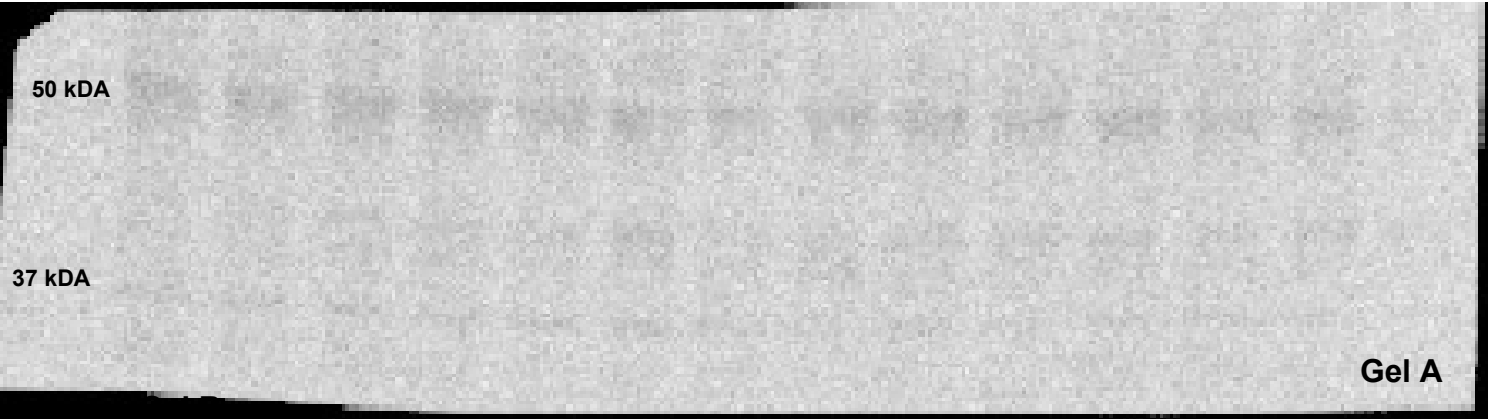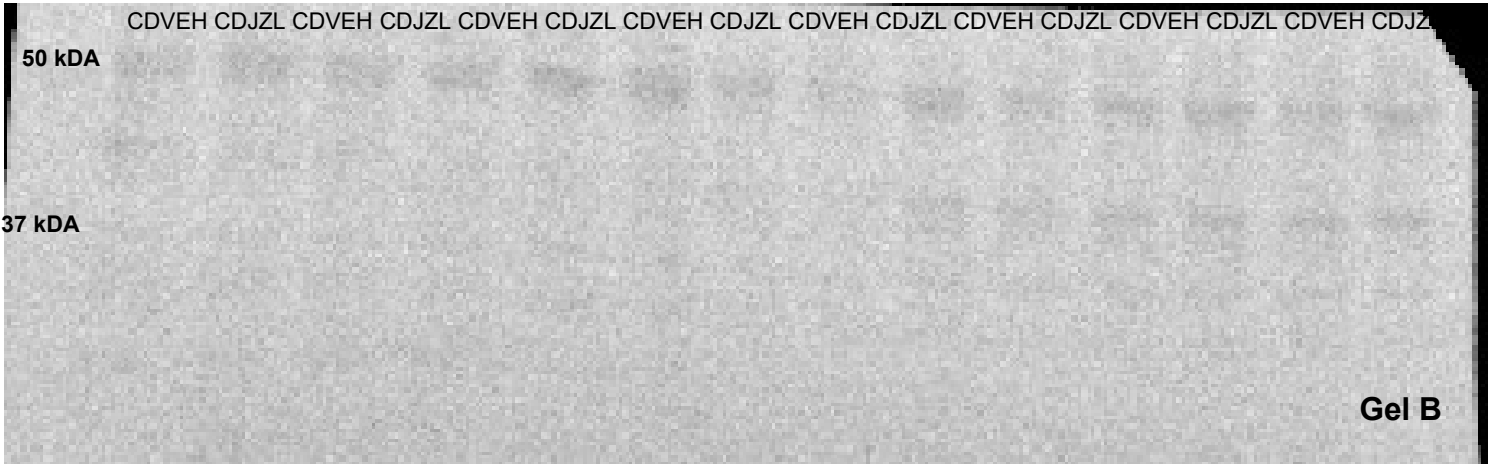

**Supplement:** Figure 4—figure supplement 1—source data 2.

# Supplementary material for: Cannabinoid signaling modulation through JZL184 restores key phenotypes of a mouse model for Williams–Beuren syndrome
**Source:** eLife. 2022 Oct 11;11:e72560. doi: 10.7554/eLife.72560
**Supplement:** Supplementary file 1. — Statistical significance was calculated by Student’s t-test. *p < 0.05; **p < 0.01 (genotype effect). Data are expressed as mean ± standard error of the mean (SEM).

**Supplementary File 1**

|  | **WT** | **CD** |
| --- | --- | --- |
| ***Telencephalon*** |  |  |
| **Amygdala** |  |  |
| Anterior | 336± 21 | 368 ± 32 |
| Basolateral | 427 ± 20 | 495 ± 24* |
| Central | 464 ± 17 | 600 ± 54* |
| Medial | 196 ± 18 | 233 ± 10 |
| Cortical amygdaloid nu | 552 ± 24 | 506 ± 43 |
| **Cortex** |  |  |
| Auditory | 243 ± 17 | 272 ± 13 |
| Cingular | 453 ± 36 | 479 ± 23 |
| Frontal | 578 ± 37 | 552 ± 36 |
| Ectorhinal | 414 ± 26 | 449 ± 32 |
| Entorhinal | 378 ± 20 | 419 ± 29 |
| Motor | 375 ± 29 | 411 ± 22 |
| Perirhinal | 384 ± 24 | 422 ± 24 |
| Piriform | 288 ± 13 | 334 ± 27 |
| Somatosensory | 298 ± 25 | 325 ± 21 |
| Visual | 298 ± 18 | 324 ± 22 |
| **Hippocampus** |  |  |
| CA1 |  |  |
| Oriens | 506 ± 31 | 531 ± 51 |
| Pyramidal | 443 ± 23 | 403 ± 38 |
| Radiatum | 674 ± 42 | 614 ± 54 |
| CA3 |  |  |
| Oriens | 743 ± 43 | 731 ± 59 |
| Pyramidal | 424 ± 37 | 350 ± 25 |
| Radiatum | 823 ± 47 | 796 ± 59 |
| Dentate Gyrus |  |  |
| Molecular | 610 ± 31 | 536 ± 50 |
| Polymorphic | 594 ± 28 | 470 ± 35* |
| Granular | 246 ± 25 | 176 ± 13* |
| Ventral subiculum | 1000 ± 42 | 986 ± 73 |
| **Basal ganglia** |  |  |
| Globus pallidus | 1958 ± 140 | 2061 ± 205 |
| Striatum | 577 ± 48 | 606 ± 44 |
| ***Diencephalon*** |  |  |
| Basal nucleus | 351 ± 25 | 426 ± 62 |
| Medial septum | 477 ± 23 | 488 ± 17 |
| ***Rhinencephalon*** |  |  |
| Olfactory bulb (glomerular) | 423 ± 17 | 460 ± 27 |
| ***Rhomboencephalon*** |  |  |
| Dorsal raphe | 310 ± 29 | 361 ± 30 |
| ***Mesencephalon*** |  |  |
| Periaqueductal Gray | 417 ± 39 | 477 ± 27 |
| Substantia nigra | 2248 ± 115 | 2350 ± 136 |
| ***Metencephalon*** |  |  |
| **Cerebellum** |  |  |
| Cerebelar gray matter | 1447 ± 80 | 1392 ± 92 |

# Supplementary material for: Cannabinoid signaling modulation through JZL184 restores key phenotypes of a mouse model for Williams–Beuren syndrome
**Source:** eLife. 2022 Oct 11;11:e72560. doi: 10.7554/eLife.72560
**Supplement:** Supplementary file 2. — Statistical significance was calculated by Student’s t-test. *p < 0.05; **p < 0.01 (genotype effect). Data are expressed as mean ± standard error of the mean (SEM).

**Supplementary File 2**

|  | **WT** | **CD** |
| --- | --- | --- |
| *Telencephalon* |  |  |
| **Amygdala** |  |  |
| Anterior | 147 ± 18 | 163 ± 12 |
| Basolateral | 226 ± 23 | 322 ± 22 ** |
| Central | 95 ± 15 | 157 ± 24 * |
| Medial | 54 ± 8 | 87 ± 18 |
| Cortical amygdaloid nu | 188 ± 20 | 213 ± 19 |
| **Cortex** |  |  |
| Auditory | 112 ± 14 | 140 ± 12 |
| Cingular | 191 ± 17 | 224 ± 20 |
| Frontal | 216 ± 20 | 252 ± 30 |
| Ectorhinal | 219 ± 12 | 249 ± 22 |
| Entorhinal | 236 ± 17 | 281 ± 21 |
| Motor | 170 ± 12 | 190 ± 17 |
| Perirhinal | 232 ± 16 | 303 ± 31 |
| Piriform | 198 ± 19 | 257 ± 13 * |
| Somatosensory | 117 ± 10 | 141 ± 11 |
| Visual | 121 ± 13 | 173 ± 17 * |
| **Hippocampus** |  |  |
| CA1 |  |  |
| Oriens | 157 ± 13 | 226 ± 26 * |
| Pyramidal | 213 ± 18 | 263 ± 50 |
| Radiatum | 171 ± 12 | 232 ± 23* |
| CA3 |  |  |
| Oriens | 181 ± 23 | 199 ± 23 |
| Pyramidal | 240 ± 29 | 255 ± 25 |
| Radiatum | 237 ± 30 | 247 ± 38 |
| Dentate Gyrus |  |  |
| Molecular | 144 ± 23 | 127 ± 11 |
| Polymorphic | 224 ± 16 | 213 ± 14 |
| Granular | 243 ± 51 | 250 ± 31 |
| Ventral subiculum | 208 ± 20 | 204 ± 17 |
| **Basal ganglia** |  |  |
| Globus pallidus | 1533 ± 64 | 1627 ± 82 |
| Striatum | 203 ± 14 | 222 ± 16 |
| *Diencephalon* |  |  |
| Basal nucleus | 112 ± 9 | 147 ± 16 |
| Medial septum | 158 ± 11 | 161 ± 16 |
| *Rhinencephalon* |  |  |
| Olfactory bulb (glomerular) | 605 ± 34 | 757 ± 18 ** |
| *Rhomboencephalon* |  |  |
| Dorsal raphe | 64 ± 10 | 67 ± 7 |
| *Mesencephalon* |  |  |
| Periaqueductal Gray | 71 ± 9 | 101 ± 16 |
| Substantia nigra | 1760 ± 114 | 1694 ± 82 |
| *Metencephalon* |  |  |
| **Cerebellum** |  |  |
| Cerebelar gray matter | 380 ± 34 | 372 ± 37 |

# Supplementary material for: Cannabinoid signaling modulation through JZL184 restores key phenotypes of a mouse model for Williams–Beuren syndrome
**Source:** eLife. 2022 Oct 11;11:e72560. doi: 10.7554/eLife.72560
**Supplement:** Supplementary file 3. — Interventricular septum diastolic (IVSd), left ventricular posterior wall thickness diastolic (LVPWd), LV end-diastolic diameter (LVDd), and left ventricular mass diastolic (Lvmass) measurement relatives to body weight (BW) (WT VEH, n = 8; WT JZL184, n = 7; CD VEH, n = 7; CD JZL184, n = 7). Statistical significance was calculated by Newman–Keuls post hoc test following two-way analysis of variance (ANOVA) ***p < 0.001 (genotype effect). Data are expressed as mean ± standard error of the mean (SEM).

**Supplementary File 3**

|  | **Echocardiogram** | | | |
| --- | --- | --- | --- | --- |
|  | WT VEH | WT JZL 184 | CD VEH | CD JZL 184 |
| IVSd/BW | 0.0181 ± 0.0002 | 0.0184 ± 0.0009 | 0.0259 ± 0.0010 *** | 0.0237 ± 0.0010 |
| LVPWd/BW | 0.0178 ± 0.0001 | 0.0186 ± 0.0008 | 0.0244 ± 0.0007 *** | 0.0227 ± 0.0012 |
| LVDd/BW | 0.1232 ± 0.0060 | 0.1349 ± 0.0065 | 0.1499 ± 0.0078 | 0.1378 ± 0.0088 |
| Lvmass/BW | 0.0224 ± 0.0005 | 0.0233 ± 0.0011 | 0.0281 ± 0.0006 *** | 0.0263 ± 0.0009 |

# Supplementary material for: Cannabinoid signaling modulation through JZL184 restores key phenotypes of a mouse model for Williams–Beuren syndrome
**Source:** eLife. 2022 Oct 11;11:e72560. doi: 10.7554/eLife.72560
**Supplement:** Supplementary file 4. — Pathways were obtained from Reactome database and expression changes are expressed as log2 ratios of fold-changes between CD mice treated for 10 days with JZL184 (8 mg/kg) and CD or WT littermates treated with vehicle.

**Supplementary File 4**

How the deposited data were processed for this re-analysis (not part of the article)

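RNA from the hearts of 11 male mice in 4 groups (2 WT VEH, 3 WT JZL184, 3 CD VEH and 3 CD JZL184) was sequenced by the authors. Each mouse was taken as an independent replicate, and groups were assigned from the sample labels and the paper. The authors deposited a single table of estimated counts per gene and mouse, made with Salmon 0.7.2 on Ensembl release 85 of GRCm38 and tximport 1.2.0, without normalization. The number of columns of the table without a group was 0. The columns name the group and a letter that is in no sample label, so single columns were not matched to numbered samples and no replicate pairing was used. The paper tested the count matrix taken directly from tximport with DESeq2 1.26.0, and no transcript lengths from tximport were used here.

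The estimated counts were rounded and tested in R 4.3.3 with edgeR 4.0.16 (TMM factors, quasi-likelihood test without robust estimation, limma 3.58.1). Genes with an average log2 CPM of at least 1 over the 11 mice were tested, and the common biological coefficient of variation was 9.13%. Genes were matched to GENCODE mouse release 21 by identifier for gene positions and transcript lengths, which matched 22238 of 22608 genes, 16070 of them with the same version. The log2 CPM values of marker sets and principal components had a prior count of 2. Total counts lay between 69660232 and 92251443 per mouse, and a floor of 3 counts was used for the smallest level that the depth can show.

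Most genes named in the text were set before the data were examined, by a rule. It covers the genes of the endocannabinoid system, the genes between Gtf2i and Fkbp6, the genes with the largest change in each pathway of Supplementary file 4, 5 cardiac genes (Myh6, Actn2, Gata4, Ryr2 and Atp2a2) and, for 3 comparisons, the 3 highest and 3 lowest log2 fold-changes among DEGs whose groups do not overlap in CPM and whose mean is at least 10 CPM over the 11 mice. Not every gene of the rule is described. The DEGs of CD JZL184 against WT VEH, Trim50 among them, are outside the rule and were named after their values were seen. The marker sets, the comparisons and most alternatives were set at the same time. The comparison of WT JZL184 with CD VEH, the runs without mitochondrial genes and the alternatives of the correlation between JZL184 in CD and in WT mice were added after seeing the data.

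Over-representation was planned for the pathways of Supplementary file 4 in both comparisons of CD mice. The Reactome sets of fgsea 1.28.0 hold 6 of them under the same name, which gives 24 tests, and cardiac conduction and the AMPK pathway were not analysed here as sets. The sets Muscle contraction and Translation and the comparison of WT JZL184 with WT VEH were added to the family after seeing the data, which makes 48 tests and changes the adjusted p of the others, so they are given apart.

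The alternatives were DESeq2 1.42.0, other scaling factors (RLE and upper quartile), no filter on low counts, at least 10 counts in every mouse, only the compared groups in the model, offsets for gene length and for GC content (loess, span 0.5), an absolute log2 fold-change of at least 1, an adjusted p under 0.01 and leaving out each mouse in turn. The steps were tested on simulated counts for 11319 genes, 200 of them changed. For CD VEH against WT VEH, edgeR recovered 98.0% of the changed genes with 6.67% false calls, and DESeq2 recovered 98.5% with 14.7% false calls. The simulated changes had a median absolute log2 fold-change of 0.995 by edgeR, larger than most changes of the real DEGs. Noise was drawn independently for each gene. These shares therefore do not describe the calls on the real counts. Intervals, floors and totals cover counting error only. Ranges of adjusted p over the alternatives hold the DESeq2 value beside those of edgeR.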

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

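Of the tests of explanations in the closing parts, 11 were chosen after the result was seen. They are the tests on variation within a group, cell types, mitochondrial genes, length and GC content in WT mice, shared WT VEH mice, exchanged labels, Hmox1 without a mouse, and the splits for the interaction, for CD VEH against WT VEH and for WT JZL184 against CD VEH.

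As labelled, the change from VEH to JZL184 differed between genotypes by the test of the difference itself. Treatment labels exchanged within a genotype, or a batch that crosses genotype and treatment, would give such a difference too. The test therefore cannot show that the effect of the drug itself differs. The interaction of genotype and treatment gave 5819 genes past an edgeR adjusted p of 0.05, and the fold-changes of JZL184 in CD and in WT mice were negatively correlated across genes. Of 100 drawn regroupings of treatment within genotype, the real one included, 1 gave as many genes. Of the others, 98 gave 0 genes past the threshold, with 25 to 3900 genes at an unadjusted p under 0.05, and the remaining one gave 5275. A grouping by chance therefore does not account for the interaction by this test, although a single regrouping came near the real count.

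WT JZL184 against WT VEH, a comparison that the paper does not report, gave 3326 DEGs, mostly in the direction of CD VEH. Sharing the WT VEH mice does not account for this, since r was -0.805 between the effects of JZL184 in CD and in WT mice, which have no mouse in common. Of these DEGs, 77.3% were called in the same direction with a gene length offset and 96.2% with a GC offset, so neither fully explains them. Leaving out the mitochondrial genes kept 99.0% of the calls, but it moved the fold-changes of the other genes by nearly the same amount (SD across genes 0.00018 on the log2 scale), so it shows no stability, and the pattern cannot be told apart from what lies behind the differing mitochondrial share. Of the 10 splits of the 5 mice, 1 gave as many DEGs, and another split gave 2584. As the smallest number that 3 mice against 2 allow, the count of splits alone can neither rule out nor favour a grouping by chance. The pattern cannot be told apart from variation that also occurs within groups. The leading difference between mice had an absolute r with this comparison across genes of 0.394 in CD VEH and 0.317 in CD JZL184. Marker sets of endothelium, leukocytes, fibroblasts and smooth muscle were higher in WT JZL184 than in WT VEH, and that of cardiomyocytes was lower. None of these sets overlapped between the 2 groups, so a share of the pattern may follow the mix of cells.

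CD JZL184 against WT JZL184, also not reported by the paper, gave 4317 DEGs. Of the 10 splits of the 6 mice, 1 gave as many, and the other 9 gave 0 DEGs each, with 140 to 1709 genes at an unadjusted p under 0.05. With 3 mice against 3 the share of splits is never under 10%, so this count alone can neither rule out nor favour a grouping by chance.

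An exchange of the treatment labels within a genotype was examined for all 3 results. The 14 tested genes of the WBS critical region were lower in every CD mouse than in every WT mouse, as the genotype labels predict, whereas Fkbp6, below the expression filter, was higher in CD mice. Outside it, 7 genes differed between CD JZL184 and WT VEH and 27 between WT JZL184 and CD VEH, far fewer than in the other comparisons. Exchanged treatment labels in one genotype predict such low counts, but so do a batch that crosses genotype and treatment and a truly opposite effect of JZL184 in the genotypes. These 3 cannot be told apart with these mice, and the labels give no batch. An opposite effect of JZL184 therefore remains a hypothesis. Of the 10 splits for WT JZL184 against CD VEH, 1 gave as many DEGs, and the others gave 7 at most. At an unadjusted p under 0.05, the real split had 1171 genes and the others 382 to 1609. The real grouping therefore did not stand out on that measure.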

How the results depend on the processing

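No paired analysis was possible because the columns of the table carry no replicate number, only a letter that is in no sample label, so the fits with a replicate block, with and without a gene length offset, were not run. The interaction has no fit with only the compared groups. Leaving out a WT VEH mouse leaves 1 mouse in that group, and such fits gave no calls.

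The number of DEGs in CD VEH against WT VEH, CD JZL184 against CD VEH, CD JZL184 against WT JZL184 and the interaction stayed within 1.5 times its value with DESeq2, RLE and upper-quartile factors, both filters, the length and GC offsets and, where run, only the compared groups. Stricter thresholds moved every count. With an absolute log2 fold-change of at least 1, DEGs, CD VEH against WT VEH were 42, DEGs, CD JZL184 against CD VEH 21, DEGs, WT JZL184 against WT VEH 33, DEGs, CD JZL184 against WT VEH 1, DEGs, CD JZL184 against WT JZL184 55, DEGs, interaction of genotype and treatment 822 and DEGs, WT JZL184 against CD VEH 7. With an adjusted p under 0.01, they were 1139, 1551, 1099, 2, 2216, 3878 and 9 in the same order.

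DEGs, WT JZL184 against WT VEH fell to 1654 with only the compared groups. DEGs, CD JZL184 against WT VEH were 91 with DESeq2, 13 without a filter, 71 with only the compared groups and 4 with the gene length offset. DEGs, WT JZL184 against CD VEH, a comparison chosen after seeing the data, were 208, 55 and 17 with the first 3 of these and 52 with the GC offset. The cause was not tested. Upper-quartile factors shifted the split of DEGs to 2154 upregulated and 1333 downregulated in CD VEH against WT VEH (main 1694 and 1732) and to 2074 and 1164 in WT JZL184 against WT VEH (main 1746 and 1580), where only the compared groups gave 1102 and 552. The shift was to downregulated genes in the other 3 large comparisons, with 1586 and 2211 in CD JZL184 against CD VEH (main 1901 and 1925), 1785 and 2519 in CD JZL184 against WT JZL184 (main 2055 and 2262) and 2378 and 3442 in the interaction (main 2859 and 2960).

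With each mouse left out, DEGs, CD VEH against WT VEH ran from 1917 to 3526, DEGs, CD JZL184 against CD VEH from 2031 to 3908, DEGs, WT JZL184 against WT VEH from 2092 to 4476, DEGs, CD JZL184 against WT VEH from 2 to 6 and DEGs, WT JZL184 against CD VEH from 16 to 82.

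The share of genes down in CD VEH and up after JZL184 was 71.0% without a filter, 72.2% with at least 10 counts, 66.4% with the length offset, 79.6% with the GC offset, 4.76% (1 gene) with an absolute log2 fold-change of at least 1 and 62.3% (370 genes) with an adjusted p under 0.01, and 52.4 to 80.5% (635 to 1446 genes) with each mouse left out. For cardiovascular genes it was 55.6% with an adjusted p under 0.01 and 58.0 to 82.1% with each mouse left out.

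The share of genes up in CD VEH and down after JZL184 was 65.4%, 66.8%, 66.2% and 75.2% with the first 4 of these, 77.2% with only the compared groups, 33.3% (7 genes) and 66.8% (364 genes) with the stricter thresholds, and 52.2 to 75.3% (578 to 1302 genes) with each mouse left out. For cardiovascular genes it was 87.5% with only the compared groups, 100% with an absolute log2 fold-change of at least 1 and 64.2 to 82.2% with each mouse left out.

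The correlation of fold-changes across genes was -0.966 with DESeq2, -0.822 over all tested genes, -0.939, -0.897 and -0.945 over the genes called in opposite directions with no CD VEH mouse shared, and -0.976 to -0.967 with each mouse left out. Those genes were selected with the shared mice, and over all tested genes the 3 values with no mouse shared were -0.714, -0.555 and -0.742. For reverting cardiovascular genes it was -0.973 with DESeq2, -0.965 with the length offset and -0.982 to -0.970 with each mouse left out. The correlation of fold-changes, JZL184 in CD and JZL184 in WT was -0.781 with the length offset, -0.142 without a filter, -0.741 with at least 10 counts and -0.816 to -0.746 with each mouse left out.

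PC1 carried 50.3% of the variance with all tested genes, 48.1% after DESeq2's variance stabilizing transformation, 56.4% with scaled genes, 33.8% with the length offset and 34.4 to 42.7% with each mouse left out. PC2 carried 14.1%, 18.1% and 15.5% in the first 3 and 18.7 to 24.5% with each mouse left out.

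Reactome sets among DEGs numbered 3 with DESeq2 in place of 5, 1 to 6 with each mouse left out, and 11 with sets and comparison added after seeing the data. DEGs among the cardiac pathway genes ran from 61 to 101 and the reverted ones from 45 to 79 with each mouse left out. The cause was not tested for any of these.

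Of the named genes, Abhd12 reversed with the gene length offset in CD VEH against WT VEH (log2 fold-change -0.057), and Acta1 reversed in 2 of the fits of CD JZL184 against CD VEH that each left out a mouse (log2 fold-change -0.25 to 0.40). Over 56 pairs of a named gene and a comparison, 52 results were weaker, 5 stronger and 9 moved, and 680 kept direction and side of the threshold. The length offset accounts for 11 of the weaker results and leaving out a mouse for 35.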

Differences from the paper's values

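The paper's Pearson r over reverting cardiovascular genes is -0.9666, and the value here was -0.978, over the part of the source data used here. Of the alternatives set before the data were examined, the gene length offset (-0.965) and leaving out CD JZL184 mouse A (-0.970) came to within the SD of the fits that left out a mouse (0.00386) of the paper's value. DESeq2 (-0.973) and the other fits that left out a mouse did not.

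The paper lists Ryr2 among the genes changed in CD VEH, and its edgeR adjusted p was 0.076 here. DESeq2 called it (adjusted p = 0.0311), as did edgeR with only the compared groups (adjusted p = 0.0318) and without CD VEH mouse C (adjusted p = 0.0307), within a range of edgeR and DESeq2 adjusted p from 0.0307 to 0.569. DESeq2 also called the 9 other tested genes of Supplementary file 4 that were no DEGs here. The 4 genes of the file that were not tested were below the expression filter, and 3 of them were called without that filter.

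The paper states that a larger share of cardiovascular genes than of all genes reverted. Over all DEGs here, 75.3% of the genes downregulated in CD VEH and 71.7% of the upregulated genes reverted. The flag was read from a part of the source data with 888 genes, so tests on it cannot decide the statement for the full list. Compared with the other genes of the same part of the source data, the shares were 80.0% and 78.8% for genes downregulated in CD VEH (Fisher's exact test, p = 1) and 77.5% and 74.6% for upregulated genes (Fisher's exact test, p = 0.755).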

Other observations

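The tests chosen after the result was seen are those named at the top of the first of the closing parts.

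The opposite fold-changes of CD VEH against WT VEH and of CD JZL184 against CD VEH were examined for technical explanations. With no CD VEH mouse shared, the r nearest to 0 over all tested genes was -0.555, so sharing these mice does not fully explain them. Fold-changes followed transcript length, with a Spearman rho of -0.405 in CD VEH against WT VEH, 0.429 in CD JZL184 against CD VEH and -0.329 in WT JZL184 against WT VEH across genes, which are not independent replicates. With a gene length offset, 61.7% of the DEGs were called in the same direction in the comparison that kept fewer, and 95.3% with a GC offset. Length therefore may contribute to the fold-changes, but does not fully explain them. In counts simulated with a length bias on both WT VEH mice, edgeR made 3148 false calls in CD VEH against WT VEH, and 12 with the offset. The size of that bias was set rather than taken from these data, and the offset uses the same lengths. The simulation therefore checks the offset and does not show how many of the real calls follow length.

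The leading difference between mice within a group was correlated across genes with a comparison that does not involve that group. For CD VEH against WT VEH, the absolute r was 0.470 (WT JZL184 mice) and 0.279 (CD JZL184 mice). For CD JZL184 against CD VEH, it was 0.401 (WT JZL184 mice) and 0.0552 (WT VEH mice). The opposite fold-changes cannot be told apart from an axis of sample quality or cell composition that also varies within groups. Endothelium, leukocyte, fibroblast and smooth muscle marker sets were higher and the cardiomyocyte set lower in every CD VEH mouse than in both WT VEH mice and every CD JZL184 mouse (5 of 5 sets on the side predicted by more RNA from vessel, connective tissue and immune cells). A share of the changes may thus follow the mix of cells in the samples. For a single set, chance separates 3 mice from the other 5 in 3.57% of the 56 splits, counting both directions, and the sets are not independent of each other.

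Of the 10 splits of the mice, 1 gave as many DEGs as CD VEH against WT VEH (another gave 541) and 1 gave as many as CD JZL184 against CD VEH. The other 9 splits for CD JZL184 against CD VEH gave 0 DEGs each, with 55 to 757 genes at an unadjusted p under 0.05. As the smallest numbers that the designs can give, these counts alone can neither rule out nor favour a grouping by chance.

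Skeletal muscle or atrial tissue in some samples was examined for the differences in striated muscle genes. The atrium set varied by up to 1.21 on the log2 scale between mice of the same group (WT VEH). The skeletal muscle set varied by up to 0.85, but in WT JZL184, which is outside the comparison. In CD VEH against WT VEH, the atrium set differed by -0.71 with overlapping groups (two-sided exact permutation test, p = 0.3, adjusted 0.325 over 13 sets). The skeletal muscle set differed by -0.20 (exact permutation p = 0.2, adjusted 0.236), where 3 mice against 2 allow no p under 0.1. It did not overlap, with -1.62 to -1.32 in CD VEH and -1.30 and -1.26 in WT VEH. The samples may thus differ in their amount of atrium, but the variation within groups does not show whether atrium contributes to the difference in striated muscle genes. Less skeletal muscle in the CD VEH samples would go with that difference, but 3 mice against 2 cannot decide it.

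Hmox1 had a log2 fold-change of 1.73 in CD VEH against WT VEH. It was 0.79 without CD VEH mouse E, where the edgeR adjusted p was 0.0977 (range over the 11 alternatives, DESeq2 among them, 0.0154 to 0.0977). The change may rest largely on this mouse.

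Mitochondrial transcripts took 40.3 ± 1.23% of the counts in WT VEH (SD, n = 2), 45.7 ± 0.828% in WT JZL184, 44.1 ± 0.577% in CD VEH and 38.1 ± 1.89% in CD JZL184 (SD, n = 3 each).

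Mgll, which encodes the lipase that JZL184 inhibits, was set in advance among the endocannabinoid genes. It had 112 ± 15.7 (SD, n = 2) CPM in WT VEH, 152 ± 11.3 (SD, n = 3) in CD VEH, 115 ± 17.0 (SD, n = 3) in CD JZL184 and 176 ± 23.9 (SD, n = 3) in WT JZL184. Its log2 fold-change was 0.44 in CD VEH against WT VEH (SE 0.14, edgeR adjusted p = 0.0329, 0.00808 to 0.0804 over the 11 alternatives), -0.40 in CD JZL184 against CD VEH (SE 0.12, edgeR adjusted p = 0.0278, 0.00695 to 0.102 over the 14 alternatives) and 0.65 in WT JZL184 against WT VEH (SE 0.14, edgeR adjusted p = 0.00792, 6.09e-05 to 0.0248 over the 11 alternatives). These ranges include the DESeq2 value. Mgll was not called in 3 of the alternatives of the first comparison and 5 of the next. No explanation was tested.

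Trim50, singled out after its values were seen, lies 3251 bases past the end of the WBS critical region (chromosome 5, 135353295 to 135368005). It had at least 483 counts in every CD mouse and at most 8 in every WT mouse. No explanation was tested.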
